# Transcription Factor CHF1/Hey2 Regulates Specific Pathways in Serum Stimulated Primary Cardiac Myocytes: Implications for Cardiac Hypertrophy

**DOI:** 10.2174/138920210791233117

**Published:** 2010-06

**Authors:** Man Yu, Fan Xiang, Richard P Beyer, Federico M Farin, Theo K Bammler, Michael T Chin

**Keywords:** Cardiac hypertrophy, microarray, transcription factor.

## Abstract

We have previously found that overexpression of CHF1/Hey2 in the myocardium prevents the development of phenylephrine-induced hypertrophy. To identify transcriptional pathways regulated by CHF1/Hey2, we cultured primary neonatal mouse cardiac myocytes from wild type and transgenic mice overexpressing CHF1/Hey2 and treated them with serum, a potent hypertrophic stimulus. We verified that overexpression of CHF1/Hey2 suppressed cardiac myocyte hypertrophy induced by serum and then determined transcriptional profiles by microarray hybridization. We identified and verified important downstream target genes by single gene analysis and qRT-PCR and then identified important biological processes by Gene Set Analysis using Biological Process Gene Sets from the Gene Ontology Consortium. We found that CHF1/Hey2 suppresses pathways involved in water transport, adenylate cyclase activity, embryonic eye morphogenesis, gut development and fluid transport after serum stimulation. Genes involved in protein dephosphorylation, demonstrate increased expression in myocytes overexpressing CHF1/Hey2, independent of serum treatment. Genes overexpressed prior to serum treatment are involved in regulation of transcription factor activity, nuclear protein export and steroid hormone receptor signaling. Genes overexpressed after serum treatment are involved in autophagy, apoptosis and mitochondrial biogenesis.

## INTRODUCTION

Cardiac hypertrophy is an important biological process in which individual cardiac myocytes enlarge in response to exogenous stimuli. Enlargement of myocytes is associated with an increased number of sarcomeres, myofibrils and increasing myocyte width, resulting in an increased ventricular wall thickness. Although hypertrophy is initially compensatory, prolonged exposure to hypertrophic stimuli can ultimately lead to contractile dysfunction and apoptotic cell death, resulting in cardiac failure and fibrosis. Heart failure is a leading cause of morbidity and mortality in Western Society, with the incidence increasing every year. Understanding the molecular basis for the development of hypertrophy, its progression to heart failure and the biological pathways involved in this syndrome will have important preventative, diagnostic and therapeutic implications. 

We have previously reported that the Hairy-related bHLH transcriptional repressor, CHF1 (also called Hey2, Hesr-2, Hrt2, HERP1 and gridlock), functions as a suppressor of cardiac hypertrophy induced by phenylephrine [1]. Suppression of cardiac hypertrophy is mediated, at least in part, by the binding of CHF1/Hey2 to the transcription factor. GATA4, thereby inhibiting the ability of GATA4 to activate atrial natriuretic factor (ANF) gene expression along with other genes associated with cardiac hypertrophy [1-3]. CHF1/Hey2 is normally expressed in the developing heart and vasculature and plays a critical role in heart development, possibly as an effector of Notch signaling, as previously described [4-12]. Additional studies have underscored the importance of CHF1/Hey2 in the development of the myocardium, as loss of CHF1/Hey2 leads to a thin walled myocardium [13], cardiomyopathy [10] and ectopic expression of atrial genes in the ventricular myocardium [14, 15].

In order to identify pathways relevant to cardiac hypertrophy in the cardiac myocyte transcriptome that are regulated by CHF1/Hey2, we examined the expression of genes in isolated wild type and transgenic myocytes treated with serum, a potent hypertrophic stimulus. Here we report that CHF1/Hey2 suppresses the adenylate cyclase pathway, genes involved in water transport and activates cellular phosphatases and genes involved in autophagy. These findings suggest important new pathways in regulation of hypertrophy. 

## MATERIALS AND METHODS

### Transgenic Mice, Neonatal Mouse Myocyte Culture and *In Vitro* Hypertrophy Assays

Transgenic mice overexpressing CHF1/Hey2 in the myocardium under the control of the mlc2v promoter and neonatal mouse cardiac myocyte culture was performed as previously described [1]. The purity of each preparation was verified by immunostaining with an antibody against sarcomeric myosin (MF-20, Developmental Studies Hybridoma Bank) to be greater than 95%. To induce hypertrophy, neonatal myocytes in serum free medium were exposed to media with 20% fetal bovine serum for 24-48 hours. Hypertrophy was assessed at 48 hours by immunostaining cells with a monoclonal antibody against sarcomeric myosin (MF-20, Developmental Studies Hybridoma Bank), digital image capture and cell size planimetry as previously described [1]. To identify important transcriptional pathways involved in hypertrophy, RNA was harvested 24 hours after treatment as described below.

### RNA Isolation and Microarray Analysis

RNA was isolated from cultured myocytes by extraction with a commercially available kit (Qiagen) according to the manufacturer’s instructions. For microarray hybridization, RNA was processed for hybridization to Affymetrix GeneChip® Mouse Gene 1.0 ST Arrays through a core facility in the Functional Genomics Laboratory at the Center for Ecogenetics and Environmental Health at the University of Washington, as previously described [16] and according to the manufacturer’s instructions. The number of independent cultures that were harvested for RNA and processed for each condition is as follows: WT no serum, 5; WT with serum, 7; TG no serum, 6; TG with serum, 7.

Raw microarray data was processed with Affymetrix^®^ Expression Console™ Software using Robust Multichip Analysis (RMA). Normalized data was analyzed first by single gene analysis and then by Gene Set Analysis [17], a modification of Gene Set Enrichment Analysis [18]. Selected genes were validated by qRT-PCR as previously described [19]. A full description of the Gene Set Analysis method is available online at http://www-stat.stanford.edu/~tibs/GSA/. Gene sets for analysis were obtained from the Gene Ontology Project (www.geneontology.org). We focused specifically on gene sets organized according to Biological Process (BP; Gene Ontology). Gene sets were considered to be significantly altered when their statistical p values and false discovery rates as determined by the software were <0.001. All microarray data have been deposited in the Gene Expression Omnibus Database under accession number GSE14288.

## RESULTS

### Cardiac Myocytes that Overexpress CHF1/Hey2 are Resistant to Serum Induced Hypertrophy *In Vitro*

We previously reported that overexpression of CHF1/Hey2 in myocytes suppresses hypertrophy induced by phenylephrine *in vivo* and *in vitro* [1]. To verify that this resistance to hypertrophy is a general phenomenon in response to diverse stimuli, we induced hypertrophy of cultured WT and TG cardiac myocytes with 20% serum, a potent inducer of hypertrophy. As shown in Fig.  (**1**), WT myocytes developed increased cell size within 48 hours, as expected. TG myocytes, in contrast, did not develop increased cell size. These findings are consistent with our earlier published results and provide the rationale for the transcriptional profiling studies outlined below. 

### Transcriptional Profiling of Wild Type and Transgenic Myocytes Before and After Serum Stimulation Reveals Alterations in Specific Gene Sets that are Both Serum-Independent and Serum-Dependent

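The transcripts of Hey2, which encodes a Hairy-related transcriptional repressor, and of all other genes on the Affymetrix Mouse Gene ST array were measured in cultured neonatal mouse cardiac myocytes, with 1 array for each culture. There were 6 cultures of TG myocytes and 5 of WT myocytes without serum, and 7 cultures of TG and 7 of WT myocytes with 20% fetal bovine serum. The paper's methods count these as independent cultures, and its figure legends call them biological replicates. Neither says whether cultures came from separate litters, so each p measures the spread between these cultures. The authors made the deposited values with Robust Multichip Analysis in Expression Console 1.1, which gives normalized intensities on the log2 scale. The table holds 35557 probe sets, of which 21789 carry 1 gene symbol, 1621 carry several and 12147 are unnamed here. Arrays have no read depth, and their number limits the precision. The median log2 value per array was 5.21 to 5.36 in the 14 arrays with serum and 4.99 to 5.09 in the 11 without, and the median SD over probe sets was 2.57 with serum and 2.12 without. Pearson correlations across probe sets were 0.985 to 0.996 between arrays of 1 group and 0.956 to 0.966 between arrays with and without serum. The arrays with and without serum thus stood on 2 scales, as separate normalization could leave them, and TG and WT myocytes were compared within each set. The effect of serum itself cannot be told apart from this difference in scale. Each probe set was compared with limma, with 1 mean per group, and p was adjusted by the Benjamini-Hochberg method over all probe sets. In simulated data of the same size, this test found 80% of genes changed by a log2 of 0.5 without serum and 58% with serum, and 96% and 90% of genes changed by a log2 of 1. The simulation held 50 changed probe sets of each of several sizes, which eases the adjustment of p. With fewer changed genes the test finds a smaller share, so few calls do not show that few genes changed. For groups of genes, the probe set with the highest mean was kept for each of 19938 genes. The groups were 44 textbook lists, such as the aquaporins and the sarcomere genes, written before the data were examined, and 14 lists of the genes that the paper names for its gene sets. The second kind was chosen by the study on these samples and is not independent evidence of its direction. Each list was tested against all other genes with camera at a preset correlation of 0.01 and at an estimated correlation, and by an exact two-sided permutation test of the arrays' list means, with p adjusted over the lists of each kind.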

To identify the potential downstream targets of CHF1/Hey2 that may play a role in the myocyte hypertrophic response, we analyzed transcriptional profiles from wild type and transgenic myocytes before and after serum stimulation. Both single gene analysis (SGA) as well as category/pathway analysis was performed. SGA assesses statistical significance of each gene on the array separately. This approach identified only one gene (CHF1/Hey2, p value < 0.0001, log_2_FC = 1.58, ~ 3 fold increased, data not shown) as differentially expressed in unstimulated CHF1/Hey2 transgenic versus wildtype cells. This finding is consistent with our earlier published results that myocardial overexpression of CHF1/Hey2 does not result in any significant baseline phenotype [1]. 

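Hey2, the gene carried by the transgene, had a log2 value of 7.81 ± 0.62 (SD, n = 6) in TG and 6.23 ± 0.11 (SD, n = 5) in WT myocytes without serum. The log2 difference was 1.58 (SE 0.26), or 3.00-fold, and all 6 TG arrays lay above all WT arrays. At the study's threshold of an unadjusted p under 0.0001, Hey2 and 1 other of the 35557 probe sets passed. Hey2 did not pass it with a replicate block, nor in 8 of 11 runs that left out 1 array (TG no serum replicates 1, 3 and 6 and each of the 5 WT replicates). The second (probe set 10344174) is unnamed here and had a log2 value of 5.69 ± 0.098 (SD, n = 6) in TG and 5.14 ± 0.15 (SD, n = 5) in WT myocytes (log2 difference 0.55, adjusted p = 0.286). In limma, 0 probe sets passed an adjusted p under 0.05 and 2006 had an unadjusted p under 0.05, 822 higher and 1184 lower in TG myocytes. The higher ones made up 41.0% of these, against 50.4% with quantile normalization again and 75.0% with each array centred on its median, so the balance turned with the scaling. The adjusted p of Hey2 was 0.853. The other named genes with the smallest p did not pass either, each with an adjusted p of 0.853. Wipi1, which acts in autophagosome formation, had a log2 difference of 0.22. Pappa2, a protease of insulin-like growth factor binding proteins, had -0.26 at probe set 10359280, and Macrod2, an ADP-ribose hydrolase, had -0.55. The microRNA genes Mir149 and Mir155 had -0.39 and -0.21, and 1700025H01Rik and Btnl5-ps had -0.24 and -0.42. The phosphatase genes Ptpn4 and Dusp28 complete this group. The number of probe sets at the study's threshold was 7 without TG no serum replicate 4 and 1 without TG no serum replicate 6.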

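With serum, Hey2 was the only gene with a symbol that passed an adjusted p under 0.05 in limma among the 35557 probe sets. Trdn, which encodes triadin, a protein of the sarcoplasmic reticulum that binds the ryanodine receptor and calsequestrin, came next among named genes. Its log2 value at probe set 10362434 was 8.00 ± 0.23 (SD, n = 7) in TG and 7.18 ± 0.24 (SD, n = 7) in WT myocytes, a log2 difference of 0.83 (SE 0.12, 1.77-fold, adjusted p = 0.0538), and all 7 TG arrays lay above all WT arrays. The brightest of the Trdn probe sets had a log2 difference of 0.57 (adjusted p = 0.361). A pair of probe sets that are unnamed here, and that may or may not measure genes, also passed. Probe set 10338772 had a log2 value of 7.03 ± 0.088 (SD, n = 7) in TG and 6.44 ± 0.18 (SD, n = 7) in WT myocytes, a log2 difference of 0.59. Probe set 10339585 had 8.46 ± 0.26 (SD, n = 7) and 9.23 ± 0.13 (SD, n = 7), a log2 difference of -0.77. The adjusted p of each was 0.0357, and the 7 TG arrays lay beyond all WT arrays in both. Hey2 alone passed with a replicate block and in 7 of 14 runs that left out 1 array (TG serum replicates 2, 5 and 6 and WT serum replicates 1, 3, 4 and 6). At an unadjusted p under 0.0001 there were 23 probe sets, 11 higher and 12 lower in TG myocytes (20 higher and 7 lower with each array centred on its median). Of the 23, 7 carry 1 symbol (Hey2, Il1f6, Cecr2, Tmc4, Ndufv3, Efcab2 and Trdn), 1 is shared by Ndufs5 and the pseudogene Ndufs5-ps, and 15 are unnamed here. With a replicate block 7 probe sets had such a p, Hey2 among them and none of the 5 other genes of Table 1 given here. The named genes with the next smallest p did not pass the adjusted test (adjusted p = 0.148 each). They were the olfactory receptor gene Olfr767 (log2 difference -1.45), the homeobox gene Rhox11 (-0.38) and C2cd4b (-0.50). An unadjusted p under 0.05 was found for 3803 probe sets, 1561 higher and 2242 lower in TG myocytes. The higher ones made up 41.0%, against 48.7% with quantile normalization again and 75.9% with each array centred on its median, so this balance turned with the scaling. When all 25 arrays were put in 1 fit, 141 probe sets passed the adjusted test and 98 had an unadjusted p under 0.0001, 22 higher and 76 lower. Within the arrays with serum, this second count was 13 without TG serum replicate 1.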

Analysis of gene expression profiles in serum stimulated cells revealed several individual genes that show significantly changed expression, defined as a p value < 0.0001, as shown in Table (**1**). CHF1/Hey2 is significantly changed, as expected. Other genes include Il1f6, Cecr2, Tmc4, Ndufs5, Ndufv3 and Efcab2. 

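Hey2 (Entrez Gene 15214) lies on chromosome 10 from 30832359 to 30842783 of GRCm38.p6. Its log2 value with serum was 8.71 ± 0.53 (SD, n = 7) in TG and 6.89 ± 0.25 (SD, n = 7) in WT myocytes (log2 difference 1.81, SE 0.20, adjusted p = 0.00972). Higher in TG myocytes were also Cecr2, whose product takes part in chromatin remodeling, Ndufv3, a subunit of complex I, and Efcab2, and lower were the cytokine gene Il1f6 and the transmembrane protein gene Tmc4. In each of these 5 genes all 7 TG arrays lay beyond all WT arrays, and none passed an adjusted p under 0.05 over all probe sets. Cecr2 (chromosome 6 from 120666314 to 120771191) was at 4.71 ± 0.12 (SD, n = 7) in TG and 4.27 ± 0.13 (SD, n = 7) in WT myocytes (log2 difference 0.44, SE 0.072, adjusted p = 0.117). Ndufv3 (chromosome 17 from 31520115 to 31531326) was at 7.65 ± 0.11 (SD, n = 7) in TG and 7.30 ± 0.10 (SD, n = 7) in WT myocytes (log2 difference 0.35, SE 0.063, adjusted p = 0.121). Efcab2 (chromosome 1 from 178406018 to 178484513) was at 4.92 ± 0.13 (SD, n = 7) in TG and 4.45 ± 0.19 (SD, n = 7) in WT myocytes (log2 difference 0.47, SE 0.086, adjusted p = 0.121). Il1f6 (chromosome 2 from 24215417 to 24225701) was at 3.05 ± 0.14 (SD, n = 7) in TG and 3.48 ± 0.10 (SD, n = 7) in WT myocytes (log2 difference -0.43, SE 0.07, adjusted p = 0.117). Tmc4 (chromosome 7 from 3665754 to 3677553) was at 5.33 ± 0.069 (SD, n = 7) in TG and 5.64 ± 0.077 (SD, n = 7) in WT myocytes (log2 difference -0.31, SE 0.05, adjusted p = 0.117). Ndufs5, another subunit of complex I (chromosome 4 from 123712710 to 123718186), has a probe set of its own, which was at 7.44 ± 0.12 (SD, n = 7) in TG and 7.23 ± 0.19 (SD, n = 7) in WT myocytes (log2 difference 0.21, SE 0.083, adjusted p = 0.394). A probe set that it shares with the pseudogene Ndufs5-ps was at 8.93 ± 0.085 (SD, n = 7) in TG and 8.59 ± 0.11 (SD, n = 7) in WT myocytes (log2 difference 0.34, adjusted p = 0.121). This shared probe set gives the values of Ndufs5 in Table 1, and its 7 TG arrays lay above all WT arrays. Il1f6, Cecr2 and Efcab2 had a mean log2 value under 5, where background makes up much of the signal.

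**Figure D1:**
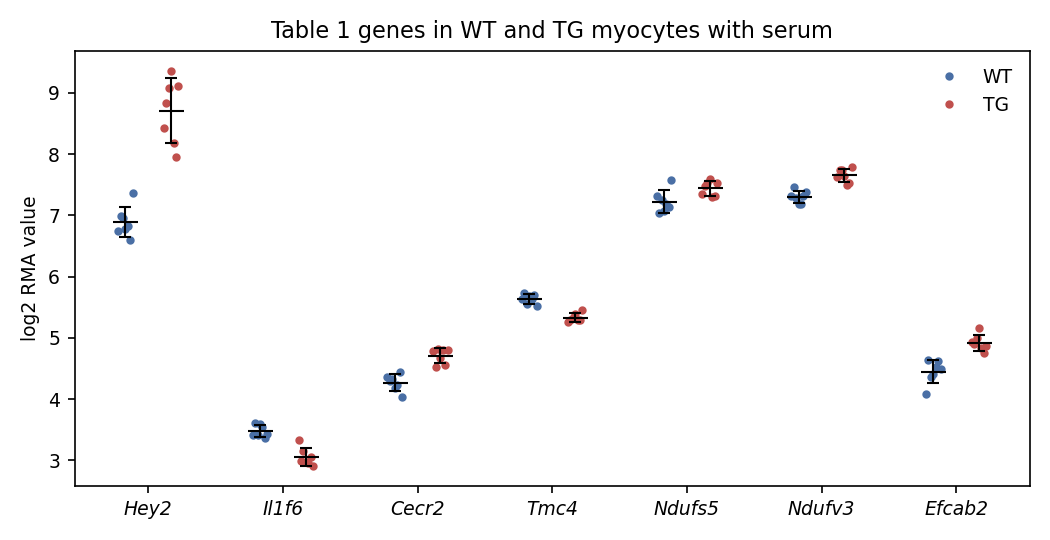
Log2 RMA values of the genes of Table 1 in WT and TG myocytes with serum. Each point is 1 array (n = 7 per group), bars show the mean and SD, and Ndufs5 is drawn from its own probe set. The probe set that it shares with Ndufs5-ps, which gives the values of Table 1, is not drawn. Except in Ndufs5, no TG point overlaps the WT points.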

IL1F6 is a proinflammatory cytokine, CECR2 is a transcription factor that interacts with chromatin remodeling proteins, while TMC4 is a transmembrane protein of unknown function. NDUFS5 and NDUFV3 are components of the mitochondrial respiratory chain NADH complex I, while EFCAB2 is a putative calcium binding protein of unknown function. To validate some of these findings, we performed qRT-PCR for CHF1/Hey2, Ndufs5, Nudfv3 and Efcab2. 

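In linear terms, the arrays with serum gave a ratio of TG to WT of 3.52 for Hey2, 1.39 for Efcab2, 1.27 for Ndufv3 and 1.16 for Ndufs5 at its own probe set, with 7 arrays per group. The probe set shared by Ndufs5 and Ndufs5-ps, which gives the values of Table 1, had 1.27. Ndufs5 and Ndufv3 encode subunits of the NADH dehydrogenase of the respiratory chain, and Efcab2 has EF-hand motifs. The 95% confidence interval of the log2 difference from limma was 1.38 to 2.25 for Hey2, 0.29 to 0.66 for Efcab2, 0.21 to 0.48 for Ndufv3 and 0.036 to 0.39 for Ndufs5. These ratios come from the array cultures, and the values of the qRT-PCR samples are not among the deposited data.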

As shown in Fig. (**2**), the mRNA levels are accurately reflected by the microarray data. The roles of these potential target genes in cardiac hypertrophy, to the best of our knowledge, are unknown, however.

To gain further insight into potential biological pathways altered in our transgenic cells relative to the wildtype cells, we carried out category/pathway analysis. More specifically, we performed Gene Set Analysis (GSA) [17]. In contrast to SGA, GSA assesses statistical significance of a gene set/pathway as a whole. This analysis allows for identification of gene sets/pathways with genes that show coordinated changes in expression, even if the changes are modest. SGA and GSA are two complementary approaches. SGA identifies any transcript that meets a chosen filtering criteria such as a specific p-value cutoff independent of a pathway content, whereas GSA identifies gene sets/pathways with genes that share a common functional theme. We examined gene sets organized by Gene Ontology Biological Process (BP). Table **2**. lists gene sets with p<0.001. 

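Water channel genes, regulators of adenylate cyclase and developmental regulators of the eye and the gut were lower in TG than in WT myocytes with serum. The mean log2 difference was -0.20 over 8 aquaporins and -0.20 over 12 receptors, cyclases and G proteins that set adenylate cyclase activity. It was -0.23 over 6 genes of eye morphogenesis, among them the retinaldehyde dehydrogenase gene Aldh1a1, and -0.20 over 6 genes of gut development, among them Notch1 and Shh. Each of the 32 members measured was lower in TG myocytes, and in each list the means of all 7 TG arrays lay below the WT mean. By camera, the adjusted p was 3.56e-04 for water transport, 2.34e-07 for adenylate cyclase regulation, 0.00184 for the eye list and 3.56e-04 for the gut list, and all 4 calls held with an estimated correlation (adjusted p = 0.0217, 0.00141, 0.0217 and 0.0123). The adjusted p of the exact permutation test was 0.00466, 0.00272, 0.00725 and 0.00272 in the same order. None of the 32 members passed an adjusted p under 0.05 over all probe sets. Adjusted over the list alone, 1 gene of water transport, 6 of adenylate cyclase regulation, 0 of the eye list and 4 of the gut list were lower, but the study chose these genes on these samples, so this is not independent evidence. Markers of other cell types moved with them. Of 20 endothelial markers 19 were lower in TG myocytes (mean log2 difference -0.23, camera adjusted p = 8.97e-05), as were 16 of 20 epicardial and mesothelial markers (-0.20, 8.57e-04) and 18 of 21 epithelial markers (-0.15, 5.98e-04), each with an adjusted p = 0.323 with an estimated correlation. WT serum replicates 3 and 4 had the highest endothelial means (0.42 and 0.45, other WT cultures -0.18 to 0.14). With 1 array left out, the endothelial difference ran from -0.30 (without TG serum replicate 6) to -0.17 (without WT serum replicate 4). A mean log2 value under 5 was found for 4 genes in each of the water, adenylate cyclase and gut lists.

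**Figure D2:**
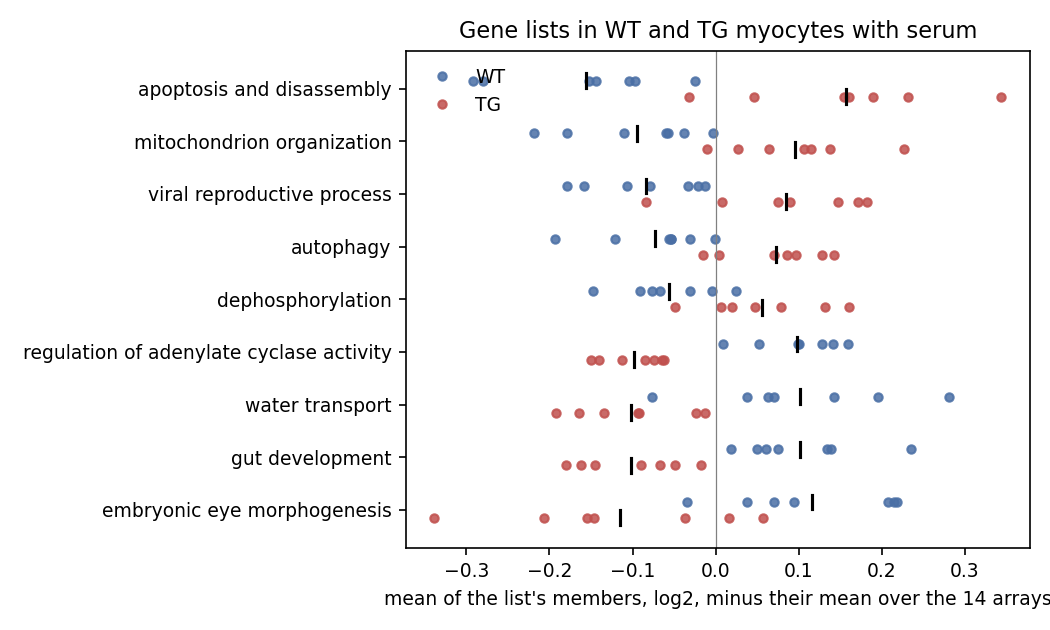
Mean log2 value of the genes of 9 lists in each array with serum, minus their mean over the 14 arrays. Each point is 1 array (7 WT, 7 TG) and black bars show the group means. The TG means of the eye, gut, water transport and adenylate cyclase lists lie below the WT means, and those of the other 5 lists lie above.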

GSA reveals suppression of gene sets involved in embryonic eye morphogenesis, gut development, water transport, fluid transport and regulation of adenylate cyclase activity in the transgenic cells, after serum stimulation. Components of these gene sets may be direct targets of transcriptional repression by CHF1/Hey2. 

Analysis of gene sets that are increased in transgenic relative to WT cells also revealed a number of interesting pathways. 

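Without serum, regulators of transcription factors such as Ube2n, nuclear export factors such as Xpo7, coactivators of steroid hormone receptors such as Med1 and regulators of phosphatases such as Rcan1 were higher in TG than in WT myocytes. The mean log2 difference was 0.20 over 6 genes of transcription factor regulation, 0.12 over 5 genes of protein export, 0.14 over 9 genes of steroid hormone receptor signaling and 0.13 over 7 genes of phosphatase regulation. Every measured member was higher. The list means of all 6 TG arrays lay above the WT mean in the transcription factor, export and steroid lists, and of 5 in the phosphatase list. The adjusted p from camera was 1.30e-07, 2.66e-05, 6.63e-08 and 8.56e-05, and with an estimated correlation the adjusted p was 0.00314, 0.00528, 0.00148 and 0.0118, in that order. The exact permutation test gave an adjusted p of 0.0202 for transcription factor regulation and for the steroid list and 0.0242 for export, and the phosphatase list did not pass it (adjusted p = 0.0909). No member passed an adjusted p under 0.05 over all probe sets. Adjusted over the list alone, 2 genes of transcription factor regulation and 1 gene of export were higher and 0 genes of the others. The lists were chosen by the study on these samples and are not independent evidence. Epicardial and mesothelial markers were lower in these TG arrays (mean log2 difference -0.18, camera adjusted p = 3.11e-05, call kept in 7 of 11 alternatives). Epithelial markers (-0.073, camera adjusted p = 0.0563) and endothelial markers (-0.067, 0.0903) did not pass. Whether such cells bear on the lists without serum was not tested. The culture WT no serum replicate 2 had lower sarcomere transcripts than the other WT cultures (list mean -0.72 against 0.025 to 0.24), and so had TG no serum replicates 5 (-0.80) and 4 (-0.35) among the TG cultures. Without the WT culture alone, an alternative chosen after seeing the data, the exact permutation test gave an adjusted p of 0.0444 for transcription factor regulation, 0.05 for the steroid list and 0.08 for export.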

In the absence of serum, gene sets involved in regulation of transcription factor activity, protein export from the nucleus, steroid hormone receptor signaling and regulation of protein phosphatase activity are increased. 

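The 10 phosphatase genes and phosphatase subunits named by the study, among them Dusp8, Ppp3r1 and Ptpn2, were all higher in TG than in WT myocytes in both sets of arrays. Without serum their mean log2 difference was 0.19, and the list mean of all 6 TG arrays lay above the WT mean. With serum it was 0.11, above the WT mean in all 7 TG arrays. The adjusted p from camera was 7.04e-14 without and 3.56e-04 with serum. It was 0.00116 and 0.0394 with an estimated correlation, and 0.0202 and 0.0106 in the exact permutation test. The call with serum and an estimated correlation was lost without TG serum replicate 6 (adjusted p = 0.0857). Adjusted over the list alone, 4 of the 10 genes were higher without serum and 0 with serum, and none passed over all probe sets. The study chose the 10 genes on these samples, so their direction is not independent evidence. Of 86 protein phosphatase genes listed before the data were examined, 56 were higher in TG myocytes without serum (mean log2 difference 0.045, all 6 TG arrays above the WT mean, camera adjusted p = 3.25e-04, adjusted p = 0.0555 with an estimated correlation). With serum 49 were higher and 37 lower (mean log2 difference 0.016, 6 of 7 TG arrays above the WT mean, camera adjusted p = 0.0783). With 1 array left out, this mean ran from 0.0088 (without WT serum replicate 6) to 0.022 (without TG serum replicate 7). Ppp3cc, a catalytic subunit of calcineurin, was the 1 gene of this wider list that rose with serum when adjusted over the list alone (log2 difference 0.27, adjusted p = 0.03).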

Similar gene sets involved in protein dephosphorylation and dephosphorylation are increased both in the absence and presence of serum. The individual components of these related gene sets overlap significantly, and their significance scores are largely driven by the same genes. 

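With serum, 8 autophagy genes such as Atg4a, 6 genes of apoptosis and disassembly such as Cidea, 15 genes of mitochondrion organization such as Vdac1 and 15 genes assigned to viral reproduction such as Tnip1 were higher in TG than in WT myocytes. The mean log2 difference was 0.15 for autophagy, 0.31 for apoptosis and disassembly, 0.19 for mitochondrion organization and 0.17 for viral reproduction. Every member measured was higher, and the list means of all 7 TG arrays lay above the WT mean, except 6 of 7 for viral reproduction. By camera the adjusted p was 5.65e-06 for autophagy, 2.07e-08 for apoptosis, 2.47e-11 for mitochondrion organization and 1.31e-08 for viral reproduction, and all 4 calls held with an estimated correlation (adjusted p = 0.0123 each). The exact permutation test gave an adjusted p of 0.00272 for the first 3 lists and 0.00725 for viral reproduction. Without serum, 8 of 8 autophagy genes (camera adjusted p = 0.00917), 14 of 15 of mitochondrion organization (8.56e-05) and 11 of 15 of viral reproduction (0.00917) were higher too, and 4 of 6 of apoptosis (0.195), and none passed with an estimated correlation (adjusted p = 0.236, 0.221, 0.287 and 0.404). When WT no serum replicate 2 was left out, the mean log2 difference went from 0.066 to 0.034 for autophagy and from 0.075 to 0.025 for viral reproduction. Both calls were then lost (camera adjusted p = 0.142 and 0.289), and that of mitochondrion organization held (0.00737). No member passed an adjusted p under 0.05 over all probe sets. Adjusted over the list alone, 1 autophagy gene, 6 apoptosis genes, 14 genes of mitochondrion organization and 2 genes of viral reproduction were higher. These genes were chosen by the study on these samples and are not independent evidence. Genes of the contractile apparatus moved the same way. Of 23 sarcomere genes 22 were higher in TG myocytes with serum (mean log2 difference 0.30, 6 of 7 TG arrays above the WT mean, camera adjusted p = 3.81e-07, adjusted p = 0.373 with an estimated correlation). WT serum replicates 3 and 4 had low sarcomere means (-0.65 and -0.63, other WT cultures -0.17 to 0.21), as had TG serum replicate 6 (-0.52). With 1 array left out, the difference ran from 0.21 (without WT serum replicate 3) to 0.41 (without TG serum replicate 6). WT serum replicates 3 and 4 were not left out together.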

In the presence of serum, multiple gene sets involved in autophagy, apoptosis, mitochondrial biogenesis, cellular component disassembly and viral reproduction demonstrate increased expression. Although CHF1/Hey2 is considered to be a transcriptional repressor, activation of multiple pathways may reflect either positive activation by CHF1/Hey2 or repression of negative regulatory factors for these pathways.

Analysis of individual components from various BP gene sets suppressed by CHF1/Hey2 reveals multiple potential targets that may play a role in hypertrophy. These include genes involved in water transport (GO:0006833) such as aquaporins 2, 3, 5, 6, 7, 8, 9 and 11, suggesting that CHF1/Hey2 globally suppresses water transport and that water transport may be important for cardiac hypertrophy (Fig. (**3**)). In addition, aquaporins 3, 7 and 9 also transport glycerol and are known as aquaglyceroporins. 

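Aqp3, an aquaglyceroporin, had a log2 value of 5.77 ± 0.17 (SD, n = 7) in TG and 6.18 ± 0.20 (SD, n = 7) in WT myocytes with serum, a log2 difference of -0.41 (SE 0.097). It was the single aquaporin that fell when adjusted over the list alone (adjusted p = 0.00698 over the 8 named aquaporins), and over all probe sets its adjusted p was 0.274. The other named aquaporins did not pass. Their log2 differences were -0.26 for Aqp6, -0.24 for Aqp8, -0.20 for Aqp9, -0.17 for Aqp11, -0.12 for Aqp2, -0.12 for Aqp5 and -0.11 for Aqp7. Of 12 aquaporins listed before the data were examined, 9 were lower and 3 higher in TG myocytes (mean log2 difference -0.092). The list was lower in 6 of 7 TG arrays than the WT mean (camera adjusted p = 0.046, adjusted p = 0.323 with an estimated correlation). Among the genes that the study does not name, Aqp4 had a log2 difference of 0.44, Aqp1, the water channel of endothelium and erythrocytes, had 0.075, and Mip, the lens water channel, had 0.033, none past the test. The call on the 12 aquaporins was lost without WT serum replicate 6 (adjusted p = 0.152) and with dim genes left out (adjusted p = 0.119). From the lower levels of these aquaporins the paper proposes that CHF1/Hey2 suppresses water transport and that this transport may be important for cardiac hypertrophy.

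**Figure D3:**
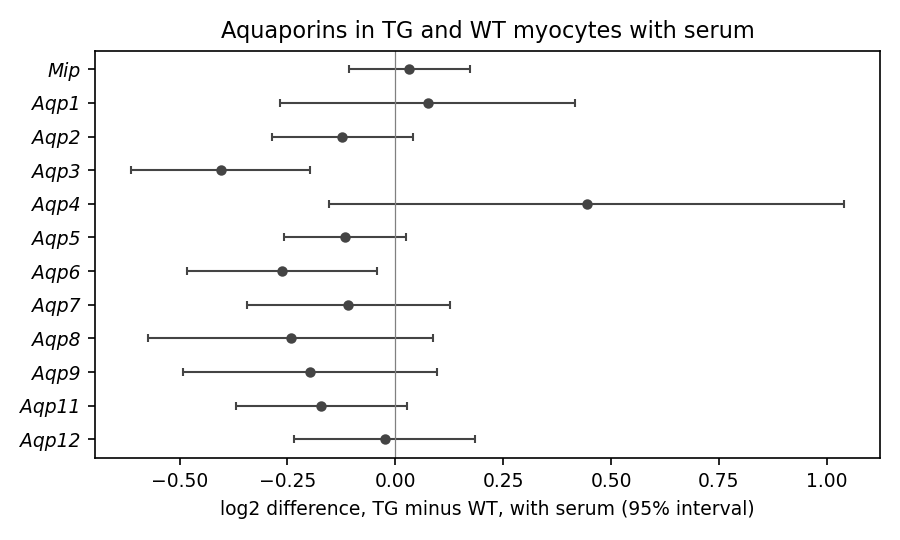
Log2 difference between TG and WT myocytes with serum for each of 12 aquaporins, with its 95% confidence interval from limma (n = 7 per group). The intervals of Aqp3 and Aqp6 lie wholly below 0, and the points of Aqp1, Aqp4 and Mip lie above 0.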

AQ7 null mice develop adipocyte hypertrophy, obesity and diabetes due to impaired glycerol efflux [20-22]. These findings raise the intriguing possibility that suppression of glycerol efflux in cardiac myocytes may prevent the onset of pathological hypertrophy, perhaps through supporting fatty acid metabolism. Genes involved in regulation of adenylate cyclase signaling (GO:0045761, (Fig. (**4**)) include multiple G protein coupled receptors such as ADCYAP1R1, LTB4R2, ADRB2, GABBR1, GALR3, GHRHR, CRHR1, ADRA2A, VIPR2, GRM4 and intracellular regulators of the adenylate cyclase response such as ADCY4, GNAL, ADCY2, ADCY7, ADCY1. 

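Adcyap1r1, the receptor for the peptide PACAP, had a log2 value of 5.89 ± 0.14 (SD, n = 7) in TG and 6.19 ± 0.10 (SD, n = 7) in WT myocytes with serum, a log2 difference of -0.30 (SE 0.069, adjusted p = 0.00838 over the list alone). When adjusted over the list alone, 5 further genes fell, each at an adjusted p of 0.0474. They were the adenylate cyclase gene Adcy4 (log2 difference -0.27), the G protein subunit gene Gnal (-0.24), the galanin receptor gene Galr3 (-0.21), the receptor for growth hormone releasing hormone Ghrhr (-0.19) and the GABA-B receptor gene Gabbr1 (-0.14). Over all probe sets the lowest adjusted p among them was 0.242, for Adcyap1r1. The other 6 did not pass, with log2 differences of -0.20 for Crhr1, -0.19 for Grm4, -0.19 for Adcy1, -0.18 for Adcy2, -0.14 for Vipr2 and -0.11 for Adcy7. Of 22 adenylate cyclases and G proteins listed before the data were examined, 14 were lower and 8 higher in TG myocytes (mean log2 difference -0.039, 6 of 7 TG arrays below the WT mean, camera adjusted p = 0.36). In this wider list Adcy5, a main cyclase of cardiac myocytes, had a log2 difference of 0.45 and did not pass.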

Given the known role of adrenergic signaling in the pathogenesis of cardiac hypertrophy and heart failure (reviewed in [23]), suppression of adenylate cyclase activity is consistent with these findings.

Analysis of individual components of other gene sets suppressed in transgenic myocytes after serum stimulation reveals a number of interesting regulatory genes. 

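Aldh1a1, a retinaldehyde dehydrogenase of retinoic acid synthesis, had a log2 value of 10.36 ± 0.60 (SD, n = 7) in TG and 10.99 ± 0.23 (SD, n = 7) in WT myocytes with serum, a log2 difference of -0.63 (SE 0.22). Rarg, a retinoic acid receptor, had a log2 difference of -0.24, the homeobox gene Vax2 -0.17 and the forkhead gene Foxl2 -0.18. None of these 4 passed, each at an adjusted p of 0.0722 when adjusted over the list alone, with 0.356 for Aldh1a1 over all probe sets. Sp1, a broadly expressed transcription factor, had a log2 difference of -0.083 (SE 0.069) and Aldh1a3, a second retinaldehyde dehydrogenase, of -0.088 (SE 0.11).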

Genes involved in eye development (GO: 0048048) include the transcription factors VAX2, RARG, FOXL2 and SP1 and the metabolic enzymes ALDH1A1 and ALDH1A3. Genes involved in gut development (GO: 0048565) include many genes known to be important in developmental signaling and transcription such as TCF7, NOTCH1, NKX2-3, HOXD13, GLI2, FOXF2 and SHH (Fig. (**5**)). 

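Notch1, a receptor of the Notch pathway, had a log2 value of 7.55 ± 0.21 (SD, n = 7) in TG and 7.86 ± 0.22 (SD, n = 7) in WT myocytes with serum, a log2 difference of -0.31 (SE 0.11). Together with the homeobox genes Nkx2-3 (log2 difference -0.24) and Hoxd13 (-0.15) and the Hedgehog effector gene Gli2 (-0.20), it fell when adjusted over the list alone (adjusted p = 0.0495 each). Foxf2, a forkhead gene of the gut mesenchyme, had -0.19 and Shh, the Sonic hedgehog gene, -0.12, and neither passed. Over all probe sets the lowest adjusted p of the 6 genes was 0.368. Tcf7 was not analysed here.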

Genes involved in fluid transport (GO: 0042044) include the aquaporins described above for GO: 0006833 and are largely redundant. A role for any of these molecules in cardiac hypertrophy and heart failure, to the best of our knowledge, has not yet been described.

Analysis of individual components of gene sets that are activated in the CHF1/Hey2 transgenic myocytes in both the absence or presence of serum (GO: 0006470, GO: 0016311) reveals a number of phosphatases, such as PTPN4, DUSP28, MTMR6, PPP3R1, DUSP8, PPP6C, PPM1B, PPP2R4, PPP2R2A and PTPN2 Fig. (**6**)). 

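Ptpn4, a protein tyrosine phosphatase, had a log2 value of 7.04 ± 0.16 (SD, n = 6) in TG and 6.68 ± 0.067 (SD, n = 5) in WT myocytes without serum, a log2 difference of 0.36 (SE 0.074, adjusted p = 0.00446 over the list alone). Dusp28, an atypical dual specificity phosphatase, had 0.22 (adjusted p = 0.0069), Mtmr6, a phosphoinositide phosphatase, 0.17 (adjusted p = 0.00848) and Ppp3r1, the regulatory subunit of calcineurin, 0.21 (adjusted p = 0.0226). These 4 genes rose without serum when adjusted over the list alone. The others did not pass without serum, with log2 differences of 0.27 for Dusp8, 0.17 for Ppp6c, 0.14 for Ppm1b, 0.11 for Ptpn2, 0.11 for Ptpa (Ppp2r4) and 0.10 for Ppp2r2a. With serum no gene passed. Dusp8 and Ppm1b had log2 differences of 0.25 and 0.21 (adjusted p = 0.0546 each over the list alone), and Ptpn4 had 0.23. Mtmr6, Ppp3r1, Ppp6c, Ptpn2 and Ptpa had 0.097, 0.11, 0.092, 0.073 and 0.041, and Ppp2r2a and Dusp28 had 0.011 and 0.0067.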

DUSP8 and PPM1B can turn off components of the cellular stress response [24, 25], while PTPN2 can attenuate EGF signaling [24, 25], both which may be relevant to hypertrophy.

Analysis of individual components of gene sets that are activated in the CHF1/Hey2 transgenic myocytes only in the absence of serum reveals a number of interesting proteins that regulate the function and/or transport of other proteins. 

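Ube2n, a ubiquitin conjugating enzyme that makes lysine-linked chains in NF-kB signaling, had a log2 value of 8.34 ± 0.14 (SD, n = 6) in TG and 8.01 ± 0.21 (SD, n = 5) in WT myocytes without serum, a log2 difference of 0.32 (SE 0.098, adjusted p = 0.0424 over the list alone). Commd7, which binds NF-kB subunits, had 0.11 (SE 0.037, adjusted p = 0.0451). Both rose when adjusted over the list alone. Abra, a muscle protein that promotes SRF activity, had a log2 difference of 0.32, the mitochondrial peroxiredoxin gene Prdx3 0.17, the p300 cofactor gene Jmy 0.16 and Malt1, a paracaspase, 0.13, none past the test.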

Genes involved in regulation of transcription factor activity (GO: 0051090) include UBE2N, SUMO1, ABRA, COMMD7, PRDX3, JMY and MALT1. These molecules can regulate the activity of important transcriptional activators or coactivators, such as p53 (SUMO1), HIF1α (SUMO1), SRF (ABRA), p300 (JMY) and NF-kB (UBE2N, COMMD7, PRDX3, MALT1). Genes involved in protein export from the nucleus (GO: 0006611) include XPO7, CALR, GSK3B, PRKACA, PTPN11 and DUSP16. 

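Xpo7, an exportin, had a log2 value of 8.06 ± 0.058 (SD, n = 6) in TG and 7.93 ± 0.043 (SD, n = 5) in WT myocytes without serum, a log2 difference of 0.13 (SE 0.038, adjusted p = 0.0235 over the list alone), and it rose by that test. Calr, the calreticulin gene, had a log2 difference of 0.11, the kinase gene Gsk3b 0.13, and the phosphatase genes Ptpn11 and Dusp16 0.12 and 0.12. These 4 did not pass, and Prkaca was not analysed here.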

XPO7 is involved in general export of nuclear proteins, CALR is involved in nuclear export of steroid hormone receptors, while GSK3B, PRKACA, PTPN11 and DUSP16 are also involved in signal transduction as kinases (GSK3B, PRKACA) or phosphatases (PTPN11, DUSP16). Genes involved in steroid hormone receptor signaling (GO: 0030518) include MED1, JMJD1A, PIAS1, NR3C2, JAK2, MED30, PGR, MED14 and PPARGC1A. 

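Med1, a Mediator subunit that binds nuclear receptors, had a log2 value of 8.35 ± 0.067 (SD, n = 6) in TG and 8.16 ± 0.11 (SD, n = 5) in WT myocytes without serum, a log2 difference of 0.18 (SE 0.055). Kdm3a (Jmjd1a), a histone demethylase, had 0.14 (SE 0.05) and Pias1, a SUMO ligase, 0.13 (SE 0.056). None of the 9 genes passed when adjusted over the list alone, where the lowest adjusted p was 0.0585 for Med1. The coactivator gene Ppargc1a had a log2 difference of 0.22 (SE 0.17), the mineralocorticoid receptor gene Nr3c2 0.17, the Mediator genes Med14 and Med30 0.14 and 0.10, and the progesterone receptor gene Pgr 0.086.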

Genes involved in regulation of phosphoprotein phosphatase activity include PPP2R4, SAPS2, JAK2, SAPS1, SAPS3, RCAN1 and PPP1R2. 

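Ppp6r2 (Saps2), Ppp6r3 (Saps3) and Ppp6r1 (Saps1), regulatory subunits of protein phosphatase 6, had log2 differences of 0.16, 0.17 and 0.078 between TG and WT myocytes without serum. Rcan1, an inhibitor of calcineurin, had 0.21 (SE 0.19), Jak2, a tyrosine kinase, 0.12 (SE 0.057) and Ppp1r2, an inhibitor of protein phosphatase 1, 0.074 (SE 0.083). None passed when adjusted over the list alone. The lowest adjusted p was 0.155, shared by Ppp6r2, Jak2 and Ptpa.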

Increased expression of these various genes only in the absence of serum suggests differences in baseline metabolism of the transgenic myocytes, however, their role in cardiac myocyte hypertrophy is unclear, as the differences in expression do not persist after serum stimulation.

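With serum, all 6 measured genes that the study names for transcription factor regulation, such as Malt1, and 6 of 7 that it names for phosphatase regulation, such as Rcan1, had higher values in TG myocytes as well. These lists are short and were chosen by the study on these samples, so their values do not speak for the full gene sets of Table 2. The mean log2 difference was 0.10 for transcription factor regulation (camera adjusted p = 0.0249, adjusted p = 0.0863 with an estimated correlation) and 0.11 for phosphatase regulation (camera adjusted p = 0.0128, adjusted p = 0.042 with an estimated correlation, lost at 0.0607 without TG serum replicate 6), each with 6 of 7 TG arrays above the WT mean. Protein export, with Xpo7 at a log2 difference of 0.016, had a mean of 0.057 (camera adjusted p = 0.0728, 5 of 7 TG arrays above), and steroid hormone receptor signaling, with Ppargc1a at 0.38 and Med1 at 0.047, had 0.075 (camera adjusted p = 0.0864, 6 of 7 above), and these 2 lists did not pass. With 1 array left out, the steroid mean with serum ran from 0.041 (without WT serum replicate 4) to 0.091 (without WT serum replicate 7). The difference itself, the effect with serum minus the effect without, was tested on the 25 arrays. It was -0.10 for transcription factor regulation (exact permutation test, adjusted p = 0.472), -0.064 for export (adjusted p = 0.472), -0.067 for the steroid list (adjusted p = 0.472) and -0.019 for phosphatase regulation (adjusted p = 0.821). By camera the difference passed for the steroid list alone among these 4 (adjusted p = 0.0235, and adjusted p = 0.148 with an estimated correlation). Transcription factor regulation (adjusted p = 0.0577) passed in some alternatives. These were quantile normalization again (0.0264), dim probe sets left out (0.0365) and a replicate block (0.0482). The arrays with and without serum stand on different scales, which enter this difference. The exact permutation test of this difference exchanged TG and WT labels within each set. A TG effect in either set thus widens its spread, and values that do not pass say little about equal effects.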

Analysis of individual components of gene sets that are activated in the CHF1/Hey2 transgenic myocytes after serum stimulation reveals a surprising number of genes that play roles in autophagy and apoptosis. 

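Atg4a, a protease that processes LC3 family proteins, had a log2 value of 8.07 ± 0.075 (SD, n = 7) in TG and 7.88 ± 0.094 (SD, n = 7) in WT myocytes with serum, a log2 difference of 0.18 (SE 0.055, adjusted p = 0.0355 over the list alone), and it was the 1 autophagy gene of the study that rose by that test. Map1lc3a, an LC3 gene, had a log2 difference of 0.20, Atg4c 0.17, Atg9a 0.17, the kinase gene Mtor (Frap1), which holds autophagy back, 0.13, Atg4d 0.12, Atg5 0.099 and Atg16l1 0.09, none past the test. Of 33 genes of the core autophagy machinery listed before the data were examined, 13 were lower and the others higher in TG myocytes (mean log2 difference 0.037, 6 of 7 TG arrays above the WT mean). The camera adjusted p was 0.0184, with an adjusted p = 0.323 with an estimated correlation, and 0 of the 33 passed in limma when adjusted over the list alone. The smallest p in it belonged to Atg10 (log2 difference 0.31), which was followed by Atg4a and Ulk2 (0.22). Without TG serum replicate 6 the adjusted p of this wider list was 0.102.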

Genes involved in autophagy (GO: 0016236, GO: 0000045) include ATG4A, ATG9A, MAPILC3A, ATG4C, ATG16L1, FRAP1, ATG5, and ATG4D (Fig. (**7**)). 

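Bnip3, a mitochondrial protein of cell death and mitophagy, had a log2 value of 8.50 ± 0.39 (SD, n = 7) in TG and 8.03 ± 0.18 (SD, n = 7) in WT myocytes with serum, a log2 difference of 0.47 (SE 0.15, adjusted p = 0.012 over the list alone). Cidea, which promotes DNA fragmentation and lipid droplet growth, had 0.35 (SE 0.097, adjusted p = 0.00887). Cycs, the cytochrome c gene, had 0.21 (adjusted p = 0.0112), Dffa, the inhibitor of the caspase-activated nuclease, 0.21 (adjusted p = 0.016) and Aifm1, the apoptosis inducing factor, 0.20 (adjusted p = 0.0265). With Cecr2 (adjusted p = 1.35e-04), all 6 rose when adjusted over the list alone. Of 12 pro-apoptotic genes of the Bcl2 family listed before the data were examined, 9 were lower and 3 higher in TG myocytes (mean log2 difference -0.026, camera adjusted p = 0.481). Adjusted over the list alone, Hrk (-0.22) and Pmaip1 (Noxa, -0.47) fell and Bnip3 rose. Bax, 1 further gene on that list, was not analysed here, so the paper's statement that it is downregulated was not checked. Of 13 genes of apoptotic DNA fragmentation, 7 were higher and 6 lower (mean log2 difference 0.035, camera adjusted p = 0.352). With 1 array left out, this mean ran from 0.015 (without WT serum replicate 3) to 0.055 (without TG serum replicate 6). The mean of the pro-apoptotic list ran from -0.033 (without TG serum replicate 6) to -0.014 (without TG serum replicate 3).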

Genes involved in apoptosis and cellular component disassembly (GO: 0006309, GO: 0006921, GO: 0030262, GO: 0022411) include CECR2, CIDEA, CYCS, DFFA, BNIP3 and AIFM1 (Fig. (**8**)). Genes involved in mitochondrial biogenesis (GO: 0007005) include NDUFS5, DAP3, VDAC1, DNAJC19, MTX2, MIPEP, DCTN6, AIFM2, AIP, FXN, DNAJ3, BNIP3, IMMP2L, AIFM1, TIMM8B, TIMM10, TIMM9 and NDUFS8 (Fig. (**9**)). 

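Dap3, a protein of the mitochondrial ribosome, had a log2 value of 8.06 ± 0.095 (SD, n = 7) in TG and 7.85 ± 0.051 (SD, n = 7) in WT myocytes with serum, a log2 difference of 0.21 (SE 0.051, adjusted p = 0.0166 over the list alone). Timm10 and Timm9, chaperones of the intermembrane space, had 0.25 and 0.17, the flavoprotein gene Aifm2 0.21, the peptidase gene Mipep 0.19, the complex I gene Ndufs8 0.18, Vdac1, the channel of the outer membrane, 0.17, Mtx2 0.15 and the chaperone gene Dnaja3 0.14. Timm8b had 0.11 and Dctn6 0.10. These genes, Ndufs5, Bnip3 and Aifm1 rose when adjusted over the list alone (adjusted p at most 0.0497), and Dnajc19 did not (0.10, adjusted p = 0.249). Over all probe sets the lowest adjusted p was 0.29. Of 21 regulators of mitochondrial biogenesis listed before the data were examined, 16 were higher in TG myocytes (mean log2 difference 0.14, 6 of 7 TG arrays above the WT mean, camera adjusted p = 3.35e-04, adjusted p = 0.323 with an estimated correlation). Tfb1m, a mitochondrial transcription factor, was the 1 gene past the test over that list (log2 difference 0.25, adjusted p = 0.0216). All 35 measured subunits of complex I were higher (mean log2 difference 0.16, 6 of 7 TG arrays above the WT mean, camera adjusted p = 5.43e-14, adjusted p = 0.323 with an estimated correlation), and 1 of them, Ndufv3, passed over the list alone.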

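Tnip1, an inhibitor of NF-kB signaling, had a log2 value of 7.64 ± 0.17 (SD, n = 7) in TG and 7.37 ± 0.11 (SD, n = 7) in WT myocytes with serum, a log2 difference of 0.27 (SE 0.077). Lamtor5 (Hbxip), a subunit of the Ragulator complex, had 0.18 (SE 0.047). Both rose when adjusted over the list alone (adjusted p = 0.0231 each). The insulin receptor gene Insr had a log2 difference of 0.36, the kinase gene Hipk2 0.25, the DNA repair genes Xrcc6, Xrcc4 and Lig4 0.20, 0.19 and 0.075, the protease gene Furin 0.19 and the chemokine gene Ccl5 0.18. The transcription factor genes Nfia, Usf1 and Smad3 had 0.14, 0.10 and 0.10, and the ubiquitin ligase genes Wwp1, Itch and Wwp2 had 0.099, 0.09 and 0.077. None of these 13 passed.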

Genes involved in viral reproduction (GO: 0022415) include HBXIP, TNIP1, HIPK2, INSR, FURIN, XRCC4, XRCC6, CCL5, USF1, WWP1, ITCH, WWP2, NFIA, LIG4 and SMAD3. Activation of autophagy genes is interesting, and is consistent with a protective role for autophagy in the heart [26, 27], as previously suggested. Activation of apoptotic genes is paradoxical, as the transgenic hearts are known to be resistant to hypertrophy and apoptosis [28], and may reflect a homeostatic feedback loop in response to a downstream block to apoptosis.

## DISCUSSION

We have previously found that CHF1/Hey2 overexpression in the myocardium blunts the hypertrophic response induced by phenylephrine both *in vivo* and *in vitro* [1]. To further delineate transcriptional pathways regulated by CHF1/Hey2 specifically in cardiac myocytes that are relevant to hypertrophy, we cultured cardiac myocytes from wild type and transgenic mice and treated them with serum. As expected, transgenic overexpression of CHF1/Hey2 prevented the development of hypertrophy induced by serum. We next compared their transcriptomes before and after serum treatment. As described above, we have found that CHF1/Hey2 regulates a number of gene sets that may play important roles in cardiac hypertrophy. 

The identification of specific biological processes altered by CHF1/Hey2 through Gene Set Analysis reveals both previously identified and novel pathways that likely affect the development of hypertrophy. Numerous microarray studies examining the transcriptional profiles in various models of hypertrophy have been performed, but consensus findings have been limited (reviewed in [23]). No specific molecular signature for hypertrophy has been described, as transcriptional profiles are divergent in different models of hypertrophy [29]. The advantage of Gene Set Analysis and its relative, Gene Set Enrichment Analysis, is that it more readily detects small concordant changes in the expression of genes acting in concert, which may alter the flux through a pathway more readily than a more dramatic change in a single gene [18]. A caveat to this method is that the individual genes within a gene set may not have significantly different gene expression by single gene analysis, and therefore the relevance of gene components within each set cannot easily be validated. Nevertheless, the method is useful for generating hypotheses for further experimentation. Using this method, we have identified potential roles for genes involved in water transport, regulation of adenylate cyclase activity, protein dephosphorylation, embryonic development, apoptosis and mitochondrial biogenesis, although the exact mechanisms by which these gene products may affect hypertrophy will require further study. 

A surprising finding of our study is that many genes associated with autophagy and apoptosis demonstrate increased expression in the transgenic cells after serum stimulation. Autophagy has recently been reported to promote heart failure [30], although this finding is controversial and directly contradicted by other studies which suggests a protective role for autophagy in cardiac hypertrophy and progression to heart failure [26, 27]. Our data is more consistent with the latter studies. Increased expression of apoptosis related genes is surprising, as we have found that the transgenic cells are resistant to apoptosis induced by pressure overload or hydrogen peroxide treatment [28]. One possible interpretation for this paradoxical finding is that apoptosis is inhibited downstream of these molecules, resulting in a homeostatic feedback loop that leads to enhanced expression of these proximal genes. Examination of the components of these apoptosis related gene sets reveals that the proapoptotic gene BAX is downregulated, even though the majority of the components are upregulated (Fig. **8**). As BAX is a downstream effector of mitochondrion-dependent apoptosis, such a scenario is plausible. Further experimentation will be required to explore this hypothesis.

One limitation of our study is that we do not have a clear idea of the relationship of CHF1/Hey2 to these other genes within the context of a gene network. Although we have considered performing network analysis on our microarray data, we have refrained, as our sample size may not be sufficient in size to conduct a rigorous network analysis with current algorithms. In addition, current algorithms make more assumptions than are present in our current analysis, which may lead to spurious conclusions. In the future, we hope to address this important question as algorithms improve and as we collect more data.

## CONCLUSIONS

We have previously analyzed transcriptional pathways in smooth muscle cells lacking CHF1/Hey2 after growth factor stimulation to gain insight into CHF1/Hey2-dependent genes that determine neointimal formation after vascular injury [16, 31]. We have also previously reported that CHF1/Hey2 can attenuate the hypertrophic response of cardiac myocytes to phenylephrine *in vivo* and *in vitro* [1]. More recently, we have found that CHF1/Hey2 suppresses the development of pathological hypertrophy and promotes physiological hypertrophy through suppression of apoptosis [28]. Our current study examines transcriptional pathways altered in transgenic myocytes treated with serum, a potent hypertrophic stimulus, and reveals associations between CHF1/Hey2 transcriptional regulation, fluid transport, adenylate cyclase, phosphatase activity and a number of other important pathways. These aggregate findings underscore the importance of CHF1/Hey2 in cardiac hypertrophy, and suggest that future therapies based on CHF1/Hey2 may have important therapeutic implications in preventing hypertrophy and heart failure.

## Figures and Tables

**Fig. (1):**
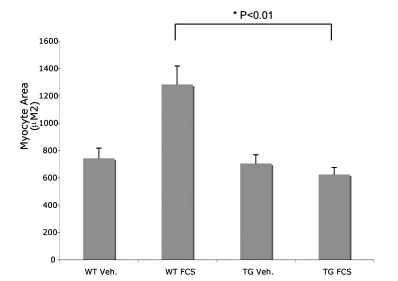
Overexpression of CHF1/Hey2 in cardiac myocytes suppresses serum-induced hypertrophy *in vitro*. Cultured WT and TG myocytes were treated with either vehicle or 20% FCS for 48 hours and then immunostained with MF-20 antibody against sarcomeric myosin to distinguish myocytes from contaminating fibroblasts. Cell area was calculated for 50 cells per experiment for three independent experiments by digital image capture and planimetry. Statistical comparison of average cell size was assessed by a student’s t-test with statistical significance defined as p < 0.05.

**Fig. (2):**
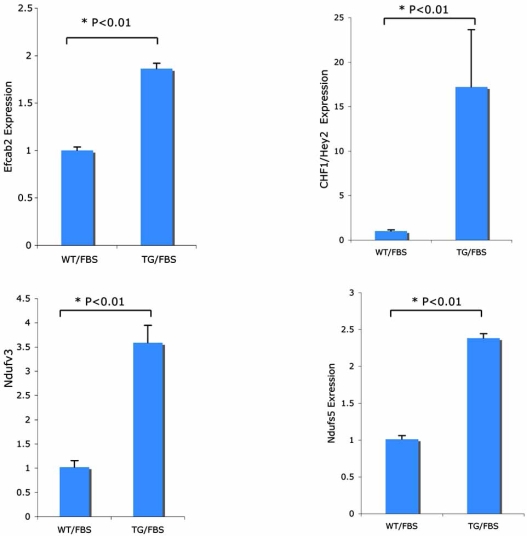
qRT-PCR of transcripts identified by microarray single gene analysis validates their expression profiles. RNA was harvested from multiple independent preparations of WT and TG cells treated with serum, reverse transcribed and amplified by standard qRT-PCR methods. Expression was normalized to GAPDH and compared by the 2^-∆∆C^_T_ method as described [19].

**Fig. (3):**
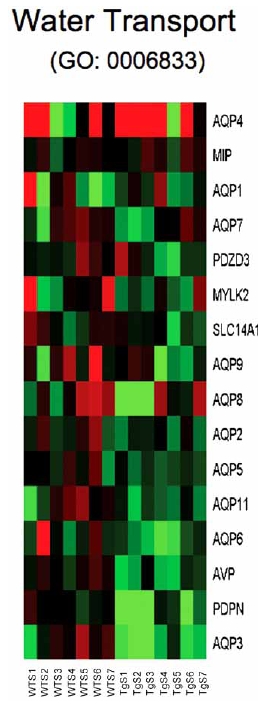
Heat map for genes involved in water transport (GO: 0006833). Columns represent microarray data obtained from independent primary cultures of cells of the indicated genotype and therefore represent biological replicates. Gene name abbreviations for each component of the gene set are indicated at the end of each row. Green indicates expression is lower, while red indicates expression is higher than average of WT. The genes in this set are predominantly downregulated in the transgenic cells (TgS1/2/3/4/5/ 6/7) in the presence of serum relative to the WT cells treated with serum (WTS1/2/3/4/5/6/7).

**Fig. (4):**
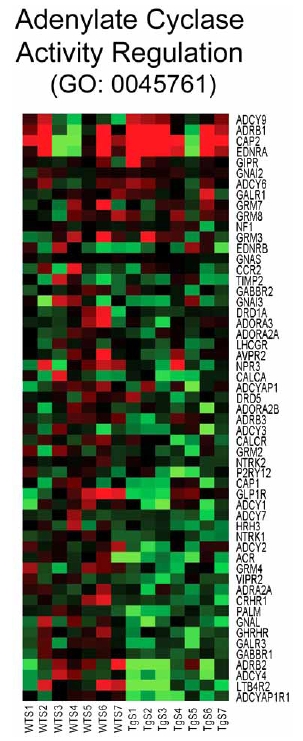
Heat map for genes related to regulation of adenylate cyclase activity (GO: 0045761). Columns represent microarray data obtained from independent primary cultures of cells of the indicated genotype and therefore represent biological replicates. Gene name abbreviations for each component of the gene set are indicated at the end of each row. Green indicates expression is lower, while red indicates expression is higher than average of WT. The genes in this set are predominantly downregulated in the transgenic cells (TgS1/2/3/4/5/6/7) in the presence of serum relative to the WT cells treated with serum (WTS1/2/3/4/5/6/7).

**Fig. (5):**
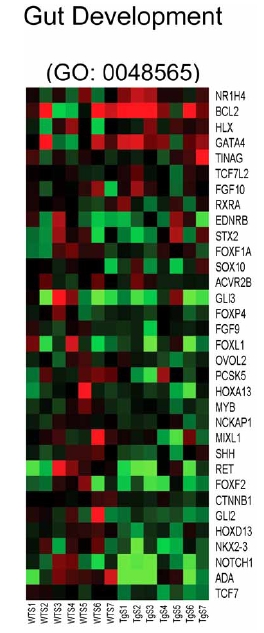
Heat map for genes pertaining to gut development (GO: 0048565). Columns represent microarray data obtained from independent primary cultures of cells of the indicated genotype and therefore represent biological replicates. Gene name abbreviations for each component of the gene set are indicated at the end of each row. Green indicates expression is lower, while red indicates expression is higher than average of WT. The genes in this set are predominantly downregulated in the transgenic cells (TgS1/2/3/4/5/ 6/7) in the presence of serum relative to the WT cells treated with serum (WTS1/2/3/4/5/6/7).

**Fig. (6):**
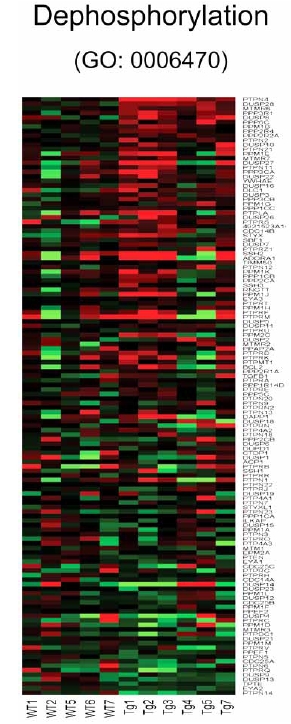
Heat map for genes linked to protein amino acid dephosphorylation (GO: 0006470). Columns represent microarray data obtained from independent primary cultures of cells of the indicated genotype and therefore represent biological replicates. Gene name abbreviations for each component of the gene set are indicated at the end of each row. Green indicates expression is lower, while red indicates expression is higher than average of WT. The genes in this set are predominantly upregulated in the transgenic cells (Tg1/2/3/4/5/7) in the absence of serum relative to the corresponding WT cells (WT 1/2/5/6/7).

**Fig. (7):**
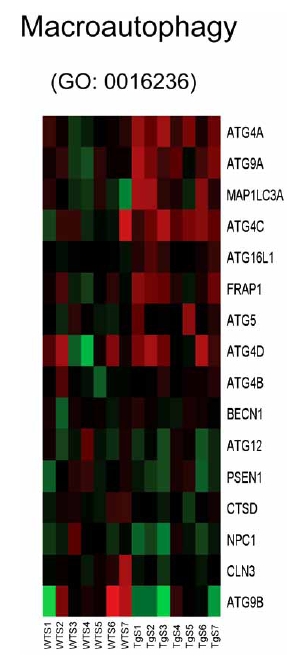
Heat map for genes associated with macroautophagy (GO: 0016236). Columns represent microarray data obtained from independent primary cultures of cells of the indicated genotype and therefore represent biological replicates. Gene name abbreviations for each component of the gene set are indicated at the end of each row. Green indicates expression is lower, while red indicates expression is higher than average of WT. The genes in this set are predominantly upregulated in the transgenic cells (TgS1/2/3/4/5/6/ 7) in the presence of serum relative to the WT cells treated with serum (WTS 1/2/3/4/5/6/7).

**Fig. (8):**
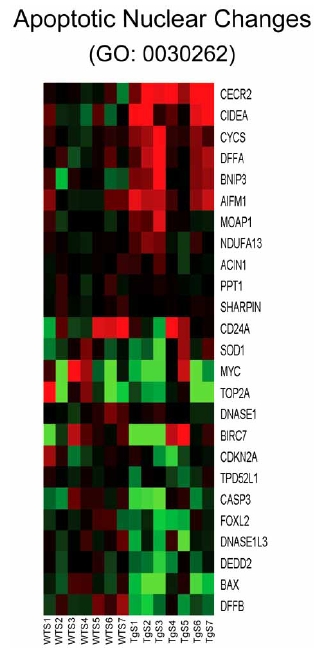
Heat map for genes pertaining to apoptotic nuclear changes (GO: 0030262). Columns represent microarray data obtained from independent cultures of cells of the indicated genotype and therefore represent biological replicates. Gene name abbreviations for each component of the gene set are indicated at the end of each row. Green indicates expression is lower, while red indicates expression is higher than average of WT. The genes in this set are predominantly upregulated in the transgenic cells (TgS1/2/3/4/5/6/ 7) in the presence of serum relative to the WT cells treated with serum (WTS1/2/3/4/5/6/7).

**Fig. (9):**
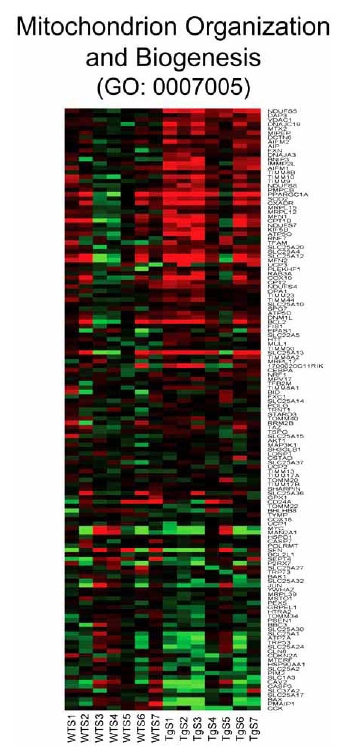
Heat map for genes involved in mitochondrion organization and biogenesis (GO: 0007005). Columns represent microarray data obtained from independent cultures of cells of the indicated genotype and therefore represent biological replicates. Gene name abbreviations for each component of the gene set are indicated at the end of each row. Green indicates expression is lower, while red indicates expression is higher than average of WT. The genes in this set are predominantly upregulated in the transgenic cells (TgS1/2/3/4/5/6/7) in the presence of serum relative to the WT cells treated with serum (WTS1/2/3/4/5/6/7).

**Table 1:** Genes Demonstrating Significant Changes in Expression in CHF1/Hey2 Trangenic Myocytes vs Wild Type myocytes After Serum Stimulation

Gene.Accession	Gene.Symbol	Gene.Description	logFC	P.Value	FDR
NM_013904	Hey2	Hairy/enhancer-of-split related with YRPW motif 2	1.814541571	2.73E-07	0.009724348
NM_019450	Il1f6	Interleukin 1 family, member 6	-0.429964571	1.98E-05	0.117403674
ENSMUST00000112686	Cecr2	Cat eye syndrome chromosome region, candidate 2 homolog (human)	0.437622286	2.26E-05	0.117403674
NM_181820	Tmc4	Transmembrane channel-like gene family 4	-0.306575857	2.31E-05	0.117403674
NM_001030274	Ndufs5	NADH dehydrogenase (ubiquinone) Fe-S protein 5	0.341531429	3.95E-05	0.12082322
NM_030087	Ndufv3	NADH dehydrognase (ubiquinone) flavoprotein 3	0.347003714	6.16E-05	0.12082322
NM_026626	Efcab2	EF-hand calcium binding domain 2	0.473221857	6.46E-05	0.12082322

**Table 2:** Gene Ontology Biological Process (BP) Gene Set Changes in CHF1/Hey2 Transgenic Myocytes vs Wild Type Myocytes before and/or after Serum Stimulation

			Tg *vs.* WT, No Serum			Tg *vs.* WT, Serum		
GO ID	Biological Process	Size	p-value	FDR	Score	p-value	FDR	Score
GO:0006470	protein amino acid dephosphorylation	132	<0.001	<0.001	0.5438348	<0.001	<0.001	0.3885387
GO:0051090	regulation of transcription factor activity	77	<0.001	<0.001	0.4408056	0.465	1.0867179	0.013523
GO:0006611	protein export from nucleus	20	<0.001	<0.001	0.806123	0.147	0.9996068	0.2632729
GO:0030518	steroid hormone receptor signaling pathway	75	<0.001	<0.001	0.3664094	0.159	0.9996068	0.1481744
GO:0043666	regulation of phosphoprotein phosphatase activity	10	<0.001	<0.001	1.2864495	0.081	0.9127665	0.5832501
GO:0016311	dephosphorylation	155	<0.001	<0.001	0.4924526	<0.001	<0.001	0.3715223
GO:0048048	embryonic eye morphogenesis	10	0.126	0.7716088	-0.3379658	<0.001	<0.001	-0.6525282
GO:0048565	gut development	33	0.126	0.7716088	-0.1805751	<0.001	<0.001	-0.6338953
GO:0006833	water transport	16	0.038	0.7716088	-0.8349875	<0.001	<0.001	-1.2825472
GO:0042044	fluid transport	18	0.064	0.7716088	-0.6696553	<0.001	<0.001	-1.1006198
GO:0045761	regulation of adenylate cyclase activity	55	0.019	0.7716088	-0.3603997	<0.001	<0.001	-0.7334642
GO:0016236	macroautophagy	16	0.11	1.0068723	1.0068723	<0.001	<0.001	1.04785
GO:0000045	autophagosome formation	13	0.074	0.9947778	0.5173092	<0.001	<0.001	1.223408
GO:0006309	DNA fragmentation during apoptosis	17	0.337	0.8456392	-0.1261624	<0.001	<0.001	0.9596088
GO:0006921	cell structure disassembly during apoptosis	22	0.214	0.792464	-0.2620884	<0.001	<0.001	0.6978587
GO:0007005	mitochondrion organization and biogenesis	137	0.09	0.9947778	0.4035484	<0.001	<0.001	0.6073059
GO:0022411	cellular component disassembly	22	0.214	0.792464	-0.2620884	<0.001	<0.001	0.6978587
GO:0022415	viral reproductive process	59	0.213	1.074234	0.2154094	<0.001	<0.001	0.4824776
GO:0030262	apoptotic nuclear changes	25	0.483	1.1064093	0.0040825	<0.001	<0.001	0.6125828

How the deposited data were processed for this re-analysis (not part of the article)

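RNA of cultured neonatal mouse cardiac myocytes from TG mice, which overexpress CHF1/Hey2 in the myocardium, and from WT mice was measured on Affymetrix Mouse Gene ST arrays. There were 5 arrays of WT and 6 of TG myocytes without serum, and 7 of each genotype with 20% serum. The authors processed the arrays with Robust Multichip Analysis in Expression Console 1.1, and the deposited table holds the resulting normalized intensities on the log2 scale for 35557 probe sets, with 0 per-sample columns left out here. Array intensities have no counting depth, so the number of arrays limits the precision.

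Before the data were examined, 1 limma fit over all 25 arrays was planned. The spread and the lowest values differed between the arrays with and without serum, as separate normalization could leave them. The paper does not state whether the sets were normalized together, and other causes of this difference were not tested. The median residual SD of the arrays with serum was 1.52 times that of the others. For this reason TG and WT myocytes were compared within each set, with limma 3.58.1 (lmFit with 1 mean per group, then eBayes) in R 4.3.3 and statmod 1.5.0, and the planned fit is given as an alternative. This change was made after the results of both fits had been seen. With serum, 141 probe sets passed in the planned fit and 3 in the fit of the set alone, and without serum 0 passed in either (947 and 2006 had an unadjusted p under 0.05). Contrasts of serum against no serum cannot be told apart from this difference in scale and are not reported as biology. The difference of the TG effect between the sets came from the fit over 25 arrays. All 35557 probe sets were tested, p was adjusted by the Benjamini-Hochberg method, calls were made at an adjusted p under 0.05, and the study's threshold of an unadjusted p under 0.0001 was counted as well.

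For lists of genes, probe sets named for 1 gene were kept, and for each gene the probe set with the highest mean over the arrays, which left 19938 genes. There were 44 textbook lists, written before the data were examined, and 14 lists of genes that the paper names, which the study chose on these samples. Of 1256 entries, 1175 matched a measured gene and the others were not analysed here. Each list was tested with camera at a preset correlation of 0.01, and again with an estimated correlation, with fry, with the maxmean statistic of Gene Set Analysis over 100 permutations and with an exact two-sided permutation test of the arrays' list means. Adjustment was over the textbook lists and over the paper's lists separately. The gene sets of Table 2 themselves were not used here. Correlations over 7 cultures were tested by exact permutation.

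Genes were named in the text by a rule set before the data were examined, except that the values of Table 1 had been seen. Named were every gene the paper names, under its own comparison, the 10 genes with the largest change in each direction among those past the adjusted test, the 10 genes with the smallest p where fewer pass, the members of each described list past the test (up to 4, otherwise 2 to 4 members with the smallest p), and Nppa, Nppb, Myh6, Myh7, Acta1, Hey1, Heyl and Gata4. Gapdh was not analysed here. Further list members were named after their values were seen. The methods were tested on simulated data made from the arrays' own residuals. With 50 changed probe sets of each size, the adjusted test found 80% at a log2 of 0.5 without serum and 58% with serum, 96% and 90% at 1, 100% in both at 1.5, and 100% and 98% at 2, with 14 and 6 false calls. So many changed probe sets ease the adjustment, and these shares do not hold where few genes change. In the real arrays without serum, Hey2 had a log2 difference of 1.58 and an adjusted p of 0.853 in limma. A list of 30 genes shifted by 0.2 was called with 0 false calls among the other lists. This does not bound false list calls in the real data. Other splits of the real arrays called a median of 14 textbook lists without serum and 9 with serum. Alternatives were array weights, a mean-variance trend, quantile normalization again, centering of each array on its median, dim probe sets (mean log2 under 5) left out, only probe sets named for 1 gene, the mean of a gene's probe sets, the culture number as a replicate block, leaving out each array in turn, and 100 other splits of the arrays. The culture numbers of the labels did not pair TG with WT cultures, since correlations of same-number residuals were -0.45 to 0.15 without serum and -0.36 to 0.062 with serum. The legend of Fig. 6 numbers the cultures without serum otherwise than the labels do, so this check and the replicate block rest on the labels' numbers alone and may not join the cultures as the study did.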

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

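The tests against the markers of other cells, of the share of myocytes and of Trdn against the sarcomere transcripts were chosen only after the results were seen, and the tests against mean intensity and of the neighbors of Trdn were written before. The 4 lists that fell in TG myocytes with serum, of water transport, adenylate cyclase regulation, eye and gut development, had a median log2 difference of -0.19 over 32 genes. The shift of unselected dim genes between the arrays was smaller. Genes of the same mean value had a median of -0.031 (-0.077 to 0.020 in 95% of 10000 matched lists) and 1194 olfactory and vomeronasal receptor genes had -0.030. The study named the 32 genes as suppressed on these samples, which sets them apart from unselected genes whatever the cause. This comparison therefore cannot decide whether a shift of dim genes is part of the cause. Fewer epicardial, epithelial or endothelial cells in the TG cultures may contribute and stay open, since with group means taken out the 32 genes, none of them on the marker lists, followed these cells' markers over the 14 arrays (Pearson r 0.721, permutation p = 0.00873; Spearman rho 0.723, permutation p = 0.00510; r 0.634 without the 2 farthest arrays), although 9.1% of 1000 matched lists did so as closely. Of the most abundant markers, Krt18 had a higher mean in TG myocytes (11.14 ± 0.22 (SD, n = 7) against 10.97 ± 0.33 (SD, n = 7) in WT), and Krt19 (10.77 ± 0.34 (SD, n = 7) against 10.98 ± 0.30 (SD, n = 7)) and Eng (9.21 ± 0.35 (SD, n = 7) against 9.38 ± 0.54 (SD, n = 7)) a lower one, Krt8, Krt14, Krt18, Krt19 and Cdh1 are on both the epicardial and the epithelial list, and the paper put myocyte purity above 95% by MF-20 staining. Repression by CHF1/Hey2, the biological explanation that the design gives, was not tested apart from these and stays open.

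Trdn lies near Hey2 on chromosome 10 and is not discussed in the paper. Its probe set 10362434 was higher by a log2 of 0.83 in TG myocytes with serum (7 of 7 arrays, adjusted p = 0.0538 from limma), and over the alternatives the adjusted p ran from 0.0195 with dim probe sets left out to 0.53 with a replicate block. A chromosome segment that differs between the mouse lines cannot be told apart, since 6 of the 40 nearest measured genes had an unadjusted p under 0.05 (15% against 11.5% of all genes, exact binomial p = 0.307), and without serum the log2 difference was 0.24 (-0.33 to 0.81). The paper does not state where the transgene lies, so the design itself does not place such a segment near Hey2. A higher content of sarcomere transcripts is argued against as the whole cause at probe set 10362434. With the slope on the sarcomere mean taken out, it kept 0.67 of its 0.83 (exact permutation p = 0.000583). Sarcomere content may contribute there, and at the brightest probe set, 10362404, it cannot be told apart. An effect of CHF1/Hey2 itself stays open as the biological explanation. Probe set 10362404 followed Hey2 among the 7 TG cultures (Pearson r 0.95, exact p = 0.000397; Spearman rho 0.96, exact p = 0.00278; r 0.98 without the 2 farthest) and the sarcomere mean alike. This probe set followed the sarcomere mean within WT (Pearson r 0.977, exact p = 0.000794) and TG cultures (0.976, exact p = 0.000595), and with that slope taken out its log2 difference went from 0.57 to 0.23 (exact permutation p = 0.00117), whereas 10362434 followed it less closely (r 0.763 within groups) and kept 0.67 (exact permutation p = 0.000583), and the median of 19 probe sets went from 0.44 to 0.23.

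The lists of the mitochondrial ribosome, the respiratory chain, the sarcomere and ventricular genes were higher in TG myocytes with serum by camera at its preset correlation, and none passed with an estimated correlation (adjusted p = 0.239, 0.323, 0.373 and 0.323). WT serum replicates 3 and 4 had the lowest sarcomere (-0.65 and -0.63) and ventricular means (-0.79 and -0.71), and were not left out together. A larger share of myocytes in the TG cultures would lower the markers of all other cells alike. The mean of the epicardial, epithelial and endothelial markers was lower by a log2 of -0.19 (exact permutation p = 0.0356), and that of the fibroblast, smooth muscle and macrophage markers differed by 0.049 (exact permutation p = 0.545). The difference between both, 0.24, had an exact permutation p of 0.0600, so that the share of myocytes cannot be told apart from a change within the myocytes, which stays open as the biological explanation.

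Of 140 groups of samples examined, 15 held 1 sample far from the others, where chance gives about 1 in 20. The culture WT no serum replicate 2 stood apart in 8 of these. Its log2 values were 7.17 for Trdn at probe set 10362404 (others 8.19 to 8.53), 12.28 for Nppa (12.82 to 12.91), 9.49 for Nppb (10.65 to 11.06), 9.78 for Myh6 (11.35 to 11.74), 9.53 for Myh7 (10.78 to 11.04) and 5.04 for Hey1 (4.73 to 4.80), and its list means were -0.72 for the sarcomere (others 0.025 to 0.24) and -0.16 for autophagy (-0.018 to 0.015). TG serum replicate 6 had 11.10 for Myh6 (others 11.99 to 12.61) and 10.06 for Gata4 (10.44 to 10.62). TG no serum replicate 5 had 5.16 for Hey1 (others 4.71 to 4.87) and a mean of -0.15 over the aquaporins (-0.021 to 0.042). WT no serum replicate 1 had 6.02 for Heyl (others 5.70 to 5.78), TG no serum replicate 6 a mean of 0.067 over the adenylate cyclase list (-0.058 to -0.026), and WT serum replicate 4 a mean of -0.24 over the steroid receptor list (-0.071 to 0.057).

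By limma or by camera with an estimated correlation, 3 results differed between the sets with and without serum, and none of the 3 passed all such tests. By camera at its preset correlation alone, mitochondrion organization (adjusted p = 0.00173), viral reproduction (0.00472), autophagy (0.0205), water transport, dephosphorylation and steroid receptors (0.0235 each), gut development (0.0298) and 10 textbook lists passed as well. The unnamed probe set 10339585 differed by a log2 of -0.96 (-0.77 with and 0.19 without serum, adjusted p = 0.0236 from limma), and 0 probe sets passed with quantile normalization again, with a replicate block or with the arrays without serum rescaled, nor in 15 of 25 runs that left out 1 array. The study chose the genes of the following lists on these samples for their change with serum, which favors a smaller value without it. The adenylate cyclase list differed by -0.15 (-0.20 and -0.043; adjusted p = 0.00153 by camera with an estimated correlation, 0.236 by the exact permutation test) and the apoptosis list by 0.26 (0.31 and 0.056; 0.0215 and 0.259). That permutation test exchanged labels within each set, where a TG effect widens its spread, so its values here do not show equal effects. Signals outside what the paper discusses were Trdn, the unnamed probe sets 10338772 (log2 difference 0.59 with serum, TG 7.03, WT 6.44) and 10339585, and the mitochondrial ribosome (mean log2 difference 0.10 with serum, higher in 7 of 7 TG arrays, adjusted p = 0.0256 by the exact permutation test, 0.239 by camera with an estimated correlation and 0.0968 by maxmean). Whether the unnamed probe sets measure genes was not determined.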

How the results depend on the processing

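The exact permutation test of the difference between the sets, the rescaling of the arrays without serum, repeated values left out, the ventricular list without Hey2, the probe set shared by Ndufs5 and Ndufs5-ps and the tests by 3 methods without the 2 arrays that stand apart were chosen after seeing the data. No result changed direction together with its call. The 9 lists named for serum and, without serum, those of dephosphorylation, transcription factor regulation, export and steroid receptors kept their direction and an adjusted p under 0.05 in all 11 alternatives (at most 0.0394 with and 0.0462 without serum) and without each array by camera. Exceptions arose where an array was left out and the test changed as well: without TG serum replicate 6, dephosphorylation had 0.0857 with an estimated correlation, and without WT no serum replicate 2, steroid receptors had 0.05 and export 0.08 by exact permutation. Over the results that answer a comparison, 896 values stayed on their side of the threshold or within 1.5 times the count, 54 lost the call, 17 gained it and 92 counts moved. For the single genes and further lists these were 1459, 108 and 68. The cause of these changes was not tested, except that fewer genes tested or fewer arrays follow from the alternatives' own construction. Signal over background limits the dim genes, since 7541 of 19938 genes had a mean log2 under 5. List tests of serum against no serum were not run, since scale and serum cannot be told apart.

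With all 25 arrays in 1 fit, 141 probe sets passed with serum and 98 had p under 0.0001 (22 higher, 76 lower). With array weights, the adjusted p was 0.0886 for aquaporins and 0.0656 for core autophagy with serum, and the difference between the sets had 6 probe sets past the adjusted test, 15 at p under 0.0001 and 4 textbook lists. With dim probe sets left out, it was 0.119 for aquaporins and for core autophagy, 0.0365 for the difference in transcription factor regulation, and counts were 5 probe sets with serum, 2 for the difference, 14515 for serum in TG and 14351 in WT myocytes (27790 and 27312 otherwise), and 4 textbook lists for the difference. With arrays centred on their median, the phosphatases with serum had 0.0496, 5 probe sets passed with serum and 6 for the difference, with 5 textbook lists. With quantile normalization again, it was 0.0905 for aquaporins, 0.237 for core autophagy and 0.0264 for the difference in transcription factor regulation, with 5 probe sets with serum and 0 for the difference. With only probe sets named for 1 gene, 11 with serum, 1 without and 4 for the difference had p under 0.0001, 0 passed for the difference, and 17487 and 17216 passed for serum in TG and WT myocytes. With the culture number as a replicate block, 1 probe set passed with serum and 7 had p under 0.0001, 0 passed for the difference, and the difference in transcription factor regulation had 0.0482. With the arrays without serum rescaled, 0 passed for the difference.

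With an estimated correlation, the adjusted p with serum was 0.323 for aquaporins, complex I, core autophagy and biogenesis regulators and 0.239 for the mitochondrial ribosome, 0.0555 for the phosphatases without serum, and 0.148 for the differences in dephosphorylation and steroid receptors, and 0 textbook lists were called with serum, without serum and for the difference (17, 14 and 10 at the preset correlation). With exact permutation, these were 0.192 for aquaporins, 0.188 for complex I and biogenesis regulators, 0.244 for core autophagy, 0.514 for the phosphatases without serum, 0.0909 for phosphoprotein phosphatase regulation without serum and 0.472 for the differences in dephosphorylation and steroid receptors (0.345 and 0.369 after rescaling), with 1, 0 and 0 textbook lists, and 0 for the difference after rescaling. Without serum the smallest p that this test can give is 0.00216, which 1 list of 44 cannot carry past the adjustment alone. For the differences it exchanged labels within each set, where a TG effect widens its spread, so those losses say little. With fry, they were 0.117 for aquaporins, 0.135 for complex I, 0.161 for core autophagy, 0.102 for biogenesis regulators, 0.155 for the phosphatases without serum and 0.177 for both differences, with 1, 0 and 0 lists. With maxmean, they were 0.0968 for aquaporins, core autophagy and the mitochondrial ribosome, 0.0726 for complex I and biogenesis regulators and 0.174 for the phosphatases without serum, with 0 lists with and 0 without serum. The smallest p that its 100 permutations can give is 0.0099, which complex I and biogenesis regulators reached, so these losses say little. Without WT no serum replicate 2, 16 textbook lists were called by camera and 0 with an estimated correlation. Without TG serum replicate 6, these were 16 and 0, with 3 by exact permutation.

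Leaving out each array in turn, the probe sets past the adjusted test with serum numbered 1 (without TG serum replicate 2) to 3, and those at p under 0.0001 13 (TG serum 1) to 30 (WT serum 7). Without serum the latter were 1 (TG no serum 6) to 7 (TG no serum 4). For the difference they were 7 (TG no serum 2) to 18 (TG serum 4), 0 (TG no serum 2) to 4 (WT serum 1) past the adjusted test with 0 in 15 of the 25 runs, and 1 (TG no serum 5) to 18 (WT no serum 2) textbook lists. The adjusted p with serum ran from 0.0216 (TG serum 7) to 0.152 (WT serum 6) for aquaporins, 0.0333 (TG serum 7) to 0.17 (WT serum 6) for phosphatases and 0.00493 (WT serum 3) to 0.102 (TG serum 6) for core autophagy. For the difference it ran from 0.00804 (WT serum 4) to 0.0897 (WT serum 1) in dephosphorylation, 0.0263 (TG no serum 4) to 0.158 (WT no serum 2) in transcription factor regulation, 0.0381 (TG no serum 4) to 0.225 (TG no serum 2) in export and 0.00378 (WT serum 4) to 0.0703 (WT serum 7) in steroid receptors.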

Differences from the paper's values

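The comparison with the probe set shared by Ndufs5 and Ndufs5-ps was chosen only after the values were seen. Of 28 values compared, 5 differ, and 0 of the 7 log2 fold changes of Table 1 do, where a log2 value counts as different beyond the larger SD of the 7 arrays of a group. For Ndufs5 the paper's log2 fold change is 0.341531429 and its own probe set gave 0.21, a gap within that SD (0.19). For Ndufs5 with serum, the paper's reported p is 3.95E-05 and its reported FDR 0.12082322. The probe set of Ndufs5 alone gave 0.0216 and 0.394. None of the 8 alternatives set before the data were examined, and none of the 14 runs without 1 array, brought these values to the paper's (range 0.00146 to 0.0486 for p and 0.232 to 0.636 for the FDR). The probe set shared by Ndufs5 and Ndufs5-ps, chosen after seeing the values, gives the paper's p and FDR (adjusted p = 0.121), and it drops 0 of the paper's called genes. The qRT-PCR folds of Fig. 2 are from another assay than the arrays. The paper's fold is about 17 for Hey2 in Fig. 2, read by eye, and the arrays gave 3.52 (3.26 to 3.84 over the alternatives and left-out arrays). It is about 3.6 for Ndufv3 in Fig. 2, read by eye, and the arrays gave 1.27 (1.25 to 1.32), and about 2.4 for Ndufs5, and the arrays gave 1.16 (1.14 to 1.21) at its own probe set. The probe set shared by Ndufs5 and Ndufs5-ps gave 1.27. None of the 8 alternatives set before the data were examined and none of the 14 runs without 1 array closed these 3 gaps. The fold of Efcab2 did not differ.

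The paper lists the genes changed at its threshold with serum in Table 1. Trdn, with an unadjusted p under 0.0001 here at probe set 10362434 (log2 difference 0.83), is not among them, nor are 15 probe sets unnamed here. The paper states that Hey2 alone passed without serum, and here 1 unnamed probe set (10344174, log2 difference 0.55) passed the same threshold beside it. Whether the unnamed probe sets measure genes was not determined, so they do not count against the paper's statements on genes. The paper states that the named genes of 4 sets were increased in the absence of serum and not after it was added. With serum, 6 of 7 named genes of phosphatase regulation were higher here (mean log2 difference 0.11, adjusted p = 0.0128, 0.0420 with an estimated correlation, 0.0607 without TG serum replicate 6) and 6 of 6 of transcription factor regulation (0.10, 0.0249, and 0.0863 with an estimated correlation), while export and steroid receptors did not pass. These are genes chosen by the study, and the values are not set against the results of the full sets in Table 2. For the difference between the sets, steroid receptors had an adjusted p of 0.0235 by camera (0.148 with an estimated correlation). The other 3 lists did not pass, though transcription factor regulation did by camera in some alternatives. The exact permutation test gave 0.472 for transcription factor regulation, export and steroid receptors and 0.821 for phosphatase regulation. It exchanged labels within each set, where a TG effect widens its spread, so these values do not show equal effects. The values of Table 2 were not recomputed, since its gene sets were not used here.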

Other observations

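The correlations with Hey2 were planned, and the tests of the explanations for them were chosen only after the results were seen. Genes of mitochondrial translation and respiration were higher in TG than in WT myocytes with serum. Of 76 genes of the mitochondrial ribosome, 68 were higher (mean log2 difference 0.10, higher in 7 of 7 TG arrays), and adjusted over the list alone 6 rose, among them Mrpl42 (0.42) and Mrpl2 (0.18), and Mrps16 fell (-0.20). The camera adjusted p was 1.00e-14, and 0.239 with an estimated correlation. Of 40 genes of complexes II to V, 39 were higher (mean 0.17, 6 of 7 TG arrays, camera adjusted p = 2.00e-13, 0.323 with an estimated correlation), such as Atp5pb (0.21), a subunit of ATP synthase, and Cox6a2 (0.46), the striated muscle subunit of cytochrome oxidase, neither past the test. All 21 genes of the TCA cycle were higher (mean 0.19, 6 of 7 TG arrays, camera adjusted p = 1.80e-09, 0.323 with an estimated correlation), and Suclg1, a subunit of succinate-CoA ligase, rose when adjusted over the list alone (0.32). Of 25 genes of fatty acid oxidation, 5 were lower and the others higher (mean 0.13, 6 of 7 TG arrays, camera adjusted p = 1.78e-06, 0.323 with an estimated correlation), with Etfa at 0.26 and Echs1 at 0.30. Without serum these lists were higher by camera as well, except fatty acid oxidation. Higher there were 62 of 76 genes of the mitochondrial ribosome (mean 0.072, camera adjusted p = 9.46e-11, 0.269 with an estimated correlation), 34 of 35 of complex I (0.14, 1.14e-09, and 0.707), 40 of 40 of complexes II to V (0.14, 1.02e-10, and 0.707) and 21 of 21 of the TCA cycle (0.11, 2.66e-04, and 0.78). Without WT no serum replicate 2, the mean fell to 0.033 for the TCA cycle, whose call was lost (camera adjusted p = 0.186), to 0.084 for complexes II to V and to 0.089 for complex I. Fatty acid oxidation did not pass without serum (0.039, 0.0613). With an estimated correlation 0 textbook lists passed in either set.

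Contractile and ventricular genes moved the same way with serum. WT serum replicates 3 and 4 had the lowest WT means in the sarcomere, ventricular, calcium handling and fetal lists. All 8 ventricular genes were higher (mean 0.62, 6 of 7 TG arrays, camera adjusted p = 1.14e-07, 0.323 with an estimated correlation), and adjusted over the list alone Hey2 and the Iroquois genes Irx3 (0.56), Irx4 (0.54) and Irx5 (0.46) rose, as did Myl3 (0.57), the ventricular essential light chain. The list holds Hey2 itself, and the 7 others had a mean of 0.45 with serum, and the camera call held in the list without Hey2. Without serum all 8 were higher too (mean 0.41, camera adjusted p = 5.39e-04, 0.707 with an estimated correlation), and the 7 others had a mean of 0.24. Among sarcomere genes Tcap had 0.60, Myoz2 0.54 and the atrial light chain gene Myl7 -0.48, none past the test. Of 25 genes of calcium handling 23 were higher (mean 0.27, 6 of 7 TG arrays, camera adjusted p = 3.89e-06, 0.373 with an estimated correlation), as were 17 of 20 genes of the fetal and hypertrophic program (0.22, 6 of 7 TG arrays, 2.89e-05, and 0.323 with an estimated correlation). Without serum the fetal and hypertrophic list passed by camera as well (mean 0.15, camera adjusted p = 0.0146), a call kept in 4 of 11 alternatives. It was lost without WT no serum replicate 2 (mean 0.034, camera adjusted p = 0.421). The single marker genes of hypertrophy given here did not pass in either set. The natriuretic peptide genes Nppa and Nppb had log2 differences of 0.25 (adjusted p = 0.533) and 0.46 (0.444) with serum and 0.065 (0.966) and 0.40 (0.922) without. The myosin genes Myh6 and Myh7 had 0.39 and 0.47 with serum and 0.019 and 0.097 without, and Acta1, skeletal actin, 0.15 and 0.023. The related repressor genes Hey1 and Heyl had -0.11 and 0.14 with serum and 0.033 and -0.045 without, and Gata4, to which CHF1/Hey2 binds, 0.14 and 0.18. With 1 array left out, Acta1 with serum ran from 0.035 (without WT serum replicate 3) to 0.28 (without TG serum replicate 6). Without serum, Nppb ran from 0.12 to 0.65 and Gata4 from 0.075 to 0.30. The lower values arose without WT no serum replicate 2 and the higher ones without TG no serum replicate 5. Without serum the sign of Myh6 and of Acta1 flipped with quantile normalization again (-0.0032 and -0.0035), with a replicate block (-0.12 and -0.086) and without WT no serum replicate 2 (-0.345 and -0.12), as did that of Nppa (-0.050) and Myh7 (-0.19) without this array and that of Hey1 (-0.027) and Heyl (0.016) without TG no serum replicate 5. Further flips arose for Myh6 without TG no serum replicate 1, 2, 3 or 6, for Myh7 without TG no serum replicate 2 or 3, for Acta1 without TG no serum replicate 2 or 6 or WT no serum replicate 1, and for Heyl without WT no serum replicate 1.

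In the endothelial list Erg (-0.34) and Cldn5 (-0.20) had the smallest p with serum, and neither passed. Adjusted over the list alone, the mesothelial markers Lrrn4 (-0.72) and Pdpn (-0.34) and the epithelial transcription factor gene Ehf (-0.30) fell. Fibroblast markers (-0.022, camera adjusted p = 0.8) and macrophage markers (0.11, 0.102) did not pass. The macrophage list stayed without a call in 10 of 14 runs that left out 1 array and in 9 of 11 alternatives. Its camera adjusted p ran from 0.00055 (without WT serum replicate 1) to 0.557 (without TG serum replicate 1), and its mean from 0.031 to 0.20. The fibroblast mean changed sign over these runs (-0.11 to 0.044). Without serum, epicardial and mesothelial markers were lower in TG myocytes (18 of 20, mean log2 difference -0.18, 6 of 6 TG arrays, camera adjusted p = 3.11e-05, 0.237 with an estimated correlation), as were 38 of 39 cell cycle genes (-0.13, 5 of 6, 7.23e-04, and 0.789; mean -0.05 and camera adjusted p = 0.525 without WT no serum replicate 5, with the call lost also without TG no serum replicate 2 or WT no serum replicate 1) and 23 of 26 Notch pathway genes (-0.083, 6 of 6, 0.00402, and 0.237). Mcm7 (-0.26), Cdc20 (-0.26) and Jag2 (-0.32) are examples, none past the test. The lists that fell with serum had means of -0.071 (water transport, camera adjusted p = 0.0238, 0.287 with an estimated correlation), -0.043 (adenylate cyclase, 0.31), -0.12 (eye, 0.0694) and -0.098 (gut, 0.0502) without serum. The water transport call was lost without WT no serum replicate 2 (camera adjusted p = 0.135). With 1 array left out, the mean without serum ran from -0.11 to -0.041 for water transport and from -0.17 to -0.065 for the eye list. The test of the difference of the TG effect between the sets gave 9 probe sets at an unadjusted p under 0.0001, among them Cecr2 (0.46, adjusted p = 0.181), Il1f6 (-0.41, 0.388) and the small nucleolar RNA gene Snord57 (-0.65, 0.181). Hey2 differed by 0.23 (adjusted p = 1.00).

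Among the 7 TG cultures with serum, several list means followed the Hey2 transcript, in a family of 21 relations. Among them are complex I (Pearson r 0.97, exact p = 7.94e-04, adjusted p = 0.00833; Spearman rho 0.89, exact p = 0.0123; r 0.91 without the 2 farthest cultures), the sarcomere (Pearson r 0.92, exact p = 9.92e-04, adjusted p = 0.00833; Spearman rho 0.89, exact p = 0.0123; r 0.90 without the 2 farthest cultures), the eye list (Pearson r -0.93, exact p = 0.00337, adjusted p = 0.0118; Spearman rho -0.89, exact p = 0.0123; r -0.84 without the 2 farthest cultures) and the epicardial and mesothelial markers (Pearson r -0.93, exact p = 0.0103, adjusted p = 0.0241; Spearman rho -0.71, exact p = 0.0881; r -0.87 without the 2 farthest cultures). The adenylate cyclase list had a Pearson r of -0.85 (exact p = 0.0238, adjusted p = 0.0417) while water transport had -0.39 (exact p = 0.369, adjusted p = 0.382) and the 12 aquaporins 0.52 (exact p = 0.239, adjusted p = 0.264). A candidate explanation is that cultures differ in their share of ventricular myocytes, in which the mlc2v promoter is active. Among the 7 WT cultures the sarcomere mean and the genes of the 4 lists that fell had a Pearson r of -0.377 (exact p = 0.379; Spearman rho -0.43, exact p = 0.354; r -0.33 without the 2 farthest), which leaves this open. Another is that the amount of Hey2 sets the shift of these genes. Their Pearson r with Hey2 was -0.80 (exact p = 0.0474; rho -0.79, exact p = 0.0480; r -0.76 without the 2 farthest), and -0.559 with the sarcomere mean taken out (permutation p = 0.183), which leaves this open too.

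Of 100 splits of the arrays with serum, the real one included, 1 gave at least the 23 probe sets at an unadjusted p under 0.0001 (highest other 17) and 1 at least the 3 past the adjusted test (highest other 2), so chance can be excluded for both counts. The 3 include Hey2, the gene carried by the transgene, and the splits were not counted without it. They therefore do not exclude chance for the unnamed probe sets past the adjusted test alone. For the 17 textbook lists called by camera, 26 splits gave as many (highest other 25), so chance cannot be excluded. Without serum, it cannot be excluded for the 2 probe sets at p under 0.0001 (48 of 100 splits, highest other 129) or the 14 lists (58 of 100, highest other 23). Past the adjusted test in limma there were 0, with 2006 at an unadjusted p under 0.05, and since any split gives 0 or more, the splits decide nothing there (highest other 487). The splits that call many probe sets point to a structure of these samples, which was not traced to single arrays. For the 9 probe sets in the difference between the sets, 3 of 100 splits gave as many (highest other 15), but 3 of the 9 repeat the same values, and with repeated values left out 5 of 100 splits gave as many as the real 7 (highest other 15), so chance cannot be excluded.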
